# Genetic Dissection of the *Drosophila melanogaster* Female Head Transcriptome Reveals Widespread Allelic Heterogeneity

**DOI:** 10.1371/journal.pgen.1004322

**Published:** 2014-05-08

**Authors:** Elizabeth G. King, Brian J. Sanderson, Casey L. McNeil, Anthony D. Long, Stuart J. Macdonald

## Abstract

Modern genetic mapping is plagued by the “missing heritability” problem, which refers to the discordance between the estimated heritabilities of quantitative traits and the variance accounted for by mapped causative variants. One major potential explanation for the missing heritability is allelic heterogeneity, in which there are multiple causative variants at each causative gene with only a fraction having been identified. The majority of genome-wide association studies (GWAS) implicitly assume that a single SNP can explain all the variance for a causative locus. However, if allelic heterogeneity is prevalent, a substantial amount of genetic variance will remain unexplained. In this paper, we take a haplotype-based mapping approach and quantify the number of alleles segregating at each locus using a large set of 7922 eQTL contributing to regulatory variation in the *Drosophila melanogaster* female head. Not only does this study provide a comprehensive eQTL map for a major community genetic resource, the *Drosophila* Synthetic Population Resource, but it also provides a direct test of the allelic heterogeneity hypothesis. We find that 95% of *cis*-eQTLs and 78% of *trans*-eQTLs are due to multiple alleles, demonstrating that allelic heterogeneity is widespread in *Drosophila* eQTL. Allelic heterogeneity likely contributes significantly to the missing heritability problem common in GWAS studies.

## Author Summary

For traits with complex genetic inheritance it has generally proven very difficult to identify the majority of the specific causative variants involved. A range of hypotheses have been put forward to explain this so-called “missing heritability”. One idea—allelic heterogeneity, where genes each harbor multiple different causative variants—has received little attention, because it is difficult to detect with most genetic mapping designs. Here we make use of a panel of *Drosophila melanogaster* lines derived from multiple founders, allowing us to directly test for the presence of multiple alleles at a large set of genetic loci influencing gene expression. We find that the vast majority of loci harbor more than two functional alleles, demonstrating extensive allelic heterogeneity at the level of gene expression and suggesting that such heterogeneity is an important factor determining the genetic basis of complex trait variation in general.

## Introduction

Uncovering the genetic basis of quantitative phenotypes is a central, yet unresolved problem in biology. There is a major discrepancy between the heritability estimates of most quantitative traits and the amount of heritable variation accounted for by all variants localized to a causative site. This phenomenon is often referred to as the “missing heritability” problem. Several hypotheses have been offered as possible explanations, including widespread epistasis [1], the infinitesimal model (many, very small effect loci influencing the phenotype of interest that are difficult to detect statistically) [2]–[4], rare alleles of large effect, that are also statistically difficult to detect [5]–[7], and widespread allelic heterogeneity (many independent effects segregating at each causative locus) [7]. This quest to understand the genetic basis of complex traits has given rise to a community-based strategy of creating freely-available genetic resource populations in model organisms such as mice [8]–[10], *Arabidopsis thaliana* [11], [12], maize [13]–[16], and *Drosophila melanogaster* [17]–[20]. Those organisms with the greatest genetic resources and with a community of researchers focused on a single system provide a logical starting point toward finding the missing heritability associated with quantitative phenotypes. In addition, the experimental designs of some of these resources are well suited to test different hypotheses for the sources of missing heritability. For example, Bloom et al. [21] used a large segregant pool from a two line yeast cross to demonstrate that epistasis is not a major contributor to the heritability of most traits. In particular, resources that have a well-defined multi-haplotype structure can be used to identify the extent of allelic heterogeneity [22] owing to the ability to estimate trait means for each haplotype at each mapped QTL. By focusing effort on these community resources, the hope is that we will gain a better understanding of the causes of missing heritability problem.

Much of the genetic variation underlying whole organism phenotypes is thought to be due to regulatory variation, i.e., variants influencing gene expression [23]–[26]. Causative loci are linked to whole organism phenotypes through the transcriptome, an interrelated network of transcripts whose abundances influence the resulting phenotype. The transcript abundances of most genes are quantitative traits themselves and have heritabilities comparable to typical whole-organism phenotypes [24], [26], [27]. Increasingly, expression quantitative trait locus (eQTL) mapping is being used to identify the source of genetic variation in transcript abundances with the ultimate goal of linking variation at the nucleotide level to variation in gene expression and to variation in visible phenotypes. Expression QTL studies have shown that most genes have local (*cis*) eQTL that tend to be located near the transcription start site and to be of fairly large effect. Distant regulatory effects (*trans*-eQTL) are more difficult to identify, likely because they are more numerous and are of smaller average effect, leaving a great deal of variation in transcript abundance unexplained [23], [24], [26], [27]. There is a growing movement toward identifying the causative quantitative trait nucleotides (QTN) underlying *cis*-eQTL, often with the assumption there is a single causative site [28]–[30]. However, if most eQTL harbor allelic heterogeneity [31], identifying a single causative variant will cause researchers to miss a significant portion of the genetic variation [7].

Here we describe transcriptome-wide mapping in female head tissue in the *Drosophila* Synthetic Population Resource (DSPR) [17], [18], one of the major genetic reference panels in the *Drosophila* model system. Our goals are two-fold. First, we aim to provide a comprehensive map of *cis*- and *trans*-eQTL for female head tissue in the DSPR. A key advantage of genetic reference panels is the potential to integrate phenotypes measured at multiple levels on genetically identical individuals. Incorporating eQTL data with visible phenotype data can increase mapping power and help users identify candidate genes [9], [23], [25], [32]. Second, we use the large set of discovered eQTL to quantify the number of alleles segregating at each causative locus, providing an evaluation of the degree of allelic heterogeneity at both *cis*- and *trans*-eQTL. The hypothesis that allelic heterogeneity is prevalent in quantitative traits has not been tested directly, in part because it is difficult to do so using a genome-wide association (GWAS) framework. Within loci, linkage disequilibrium makes it very difficult to distinguish between two SNPs tagging two independent causative sites versus a single causative site. In addition, the step-wise regression approaches used, for example [2], [33], to identify multiple SNPs in a gene region associated with a phenotype lack power. The result is that the majority of GWAS that have identified multiple SNPs at a single locus using conditional analysis rarely identify more than two such SNPs despite very large sample sizes e.g. [2] but see [33]. In contrast, mapping in the DSPR and other multi-parental advanced generation intercross mapping panels take a haplotype based approach, providing a natural way to distinguish between multiple alleles at each QTL and a way to ascertain the potential contribution of allelic heterogeneity to the missing heritability problem.

## Results and Discussion

We mapped genome-wide expression variation using *trans*-heterozygote F1 individuals from 596 crosses between DSPR population A (pA) females and population B (pB) males, thus avoiding mapping variation for inbreeding depression. 

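Female heads from 596 crosses were assayed, 378 from crosses of pA1 females to pB2 males and the others from crosses of pA2 females to pB1 males. The parents are recombinant inbred lines of the Drosophila Synthetic Population Resource, in which each genome is a mosaic of inbred founder lines, so each cross carries a founder haplotype from each population at every position. Each cross has 1 set of values, from a pool of females, so no cross has a replicate here and the number of crosses sets the precision. The deposited values cover 11064 transcripts of 7422 genes with no missing value. They are not log2 intensities. The authors normalized and background corrected the arrays, combined probes into transcripts, set each transcript to normal quantiles, took residuals from subpopulation and the first 10 principal components, and set the residuals to normal quantiles again. In the deposited values every transcript therefore has nearly the same distribution, with standard deviations from 0.983 to 1.007 and values between -3.15 and 3.15. Absolute expression levels are no longer present. The absolute difference between the subpopulation crosses had a median over transcripts of 0.0104 and a maximum of 0.444. Across the arrays, the median over all transcripts ran from -0.277 to 0.637, with a median of 0. Founder assignments were read from Table S3, of which the first 1999 of the 7922 rows and 45 crosses, each from pA1 by pB2, were used here. Calls of cis and trans came from the first 1472 of the 7922 rows of Table S1. Both tables give positions on Release 5 of the D. melanogaster genome. A gene table of Release 6 gave symbols for 7349 of the 7422 genes and the order of neighbouring genes, and none of its positions are given. The deposited values were used as they are, without further correction. At a listed peak, expression was fitted on the founder assignment of the pA parent and of the pB parent, leaving out crosses with an uncertain assignment and founders seen in fewer than 2 crosses. At least 20 crosses were needed for a fit. Transcripts matched by the same probes have identical values and are counted separately unless stated.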

Gene expression was assayed using Nimblegen 12×135 K arrays, and we analyzed the resulting data using a custom data analysis pipeline (see methods) to identify all significant eQTL.

### The female head eQTL map

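At the listed peaks, 1979 of the 1999 eQTL could be fitted in the genotyped crosses, with 20 to 45 crosses each and a median of 38. The overall F test gave 793 eQTL (40.1%) with a Benjamini-Hochberg adjusted p under 0.05, and 996 at an unadjusted p under 0.05. When the expression values of the genotyped crosses were permuted together 100 times, the median number of adjusted calls was 0 and the largest was 2. The permuted values gave a median of 98 and at most 130 eQTL at an unadjusted p under 0.05. The 45 crosses are also among the crosses in which the authors mapped these eQTL, so the refit is not an independent sample. Removing 10 further principal components, a choice made after seeing the data, moved the share most, to 49.5% (980 eQTL). In data simulated on the same assignments, a fit of 1979 eQTL recovered 61.6% of the eQTL given 40% of the variance, so eQTL of this size can be missed. Most eQTL in that simulation were given no effect, which makes the adjusted threshold stricter than in the real fit. The simulation therefore does not measure the share of eQTL missed in the real fit.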

We identified a total of 7922 eQTLs corresponding to 7850 transcripts out of a total of 11064 transcripts tested (Figure 1). Details for all eQTLs are in Table S1. Of these, 7704 transcripts were associated with a single *cis*-eQTL, 71 were associated with both *cis*- and *trans*-eQTL, and 75 were associated with only *trans*-eQTL. 

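In the part of Table S1 used here, 1449 eQTL are called cis and 23 are called trans, in 1056 genes. In the genotyped crosses 1431 of the cis eQTL and 22 of the trans eQTL could be fitted. The adjusted p was under 0.05 for 590 cis eQTL (41.2%) and 6 trans eQTL (27.3%). The 3 trans eQTL with the smallest p, one per gene, were CHKov1, CG10339 and Acsx3. CHKov1 (CG10618, transcript PD) lies on chromosome arm 3R at 21151189 and has its trans peak on the same arm at 5560000, where founder assignment explained 71.3% of the variance (adjusted R squared, 40 crosses, adjusted p = 1.89e-06). CG10339 lies on 2R at 19967999 and its peak on 3R at 20450000 explained 38.7% (36 crosses, adjusted p = 0.00782), which fell to 20.3% and an adjusted p of 0.0816 after 10 further components. Acsx3 (CG11407) lies on 3R at 15607030 and its peak on 2L at 3500000 explained 34.9% (43 crosses, adjusted p = 0.0137). The paper's own values are lower, with 51.33% for CHKov1, 28.75% for CG10339 and 13.35% for Acsx3. These eQTL were chosen by their p in the genotyped crosses, which favours high values here.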

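Models were fitted by least squares at each listed peak that could be tested, with the pA founders alone, the pB founders alone, or both, and compared by Akaike's Information Criterion. The lowest value fell on a model of a single population for 1355 of 1979 eQTL (68.5%), namely pA for 717 and pB for 638, and on the model of both for 624. With at most 45 crosses the criterion often drops a population that has an effect. In 1979 data sets simulated on the same assignments with founders of both populations acting, a single population was still chosen in 57.6% of cases. Among the alternatives, the share was lowest at 63.4%, after 10 further components were removed.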

A small percentage of eQTLs (∼7%; Table 1) were associated with only a single recombinant inbred line (RIL) population (pA or pB; see methods), but for most eQTL fitting both pA and pB was necessary to explain the eQTL signal, indicating that causative variants were present in both populations.

**Figure 1:**
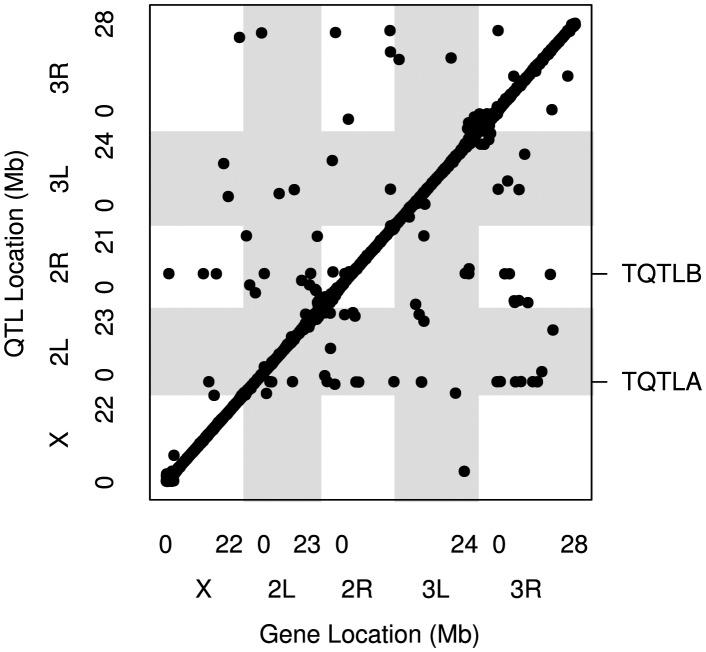
The locations of all mapped eQTL. The location of the transcripts whose expression measures are mapped are along the x axis and the location of the corresponding eQTL peaks are along the y axis. Points falling along the diagonal indicate eQTL mapping to the same location as transcripts (*cis*) while those off the diagonal map to different locations (*trans*). The clusters of points near each centromere are within 1.5 cM of the target gene (*cis*) but are further away in physical distance due to the low recombination rate and lower mapping resolution in this region. Grey and white shading denote the different chromosome arms. The two *trans* hotspots we identified are labeled on the right axis (See Figure 4).

**Table 1:** Numbers of *cis*- and *trans*-eQTL mapped for different models.

	*cis*	*trans*	Total
Model			
pA+pB	7220	121	7341
pA only	303	7	310
pB only	252	19	271
Total	7775	147	7922

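In the genotyped crosses, the median adjusted R squared of the 1431 fitted cis eQTL was 20.6%, with an interquartile range from 7.97% to 38.8%. For the 22 fitted trans eQTL it was 16.1%, with an interquartile range from 8.87% to 33.0%. These values rest on a median of 38 crosses per eQTL and on hard founder calls, where Table S1 uses all crosses and genotype probabilities. For the same part of Table S1 the paper's own medians are 24.4% for cis and 12.5% for trans. Across the 1453 eQTL with both values, the adjusted R squared and the paper's percentage had a Pearson r of 0.77 and a Spearman rho of 0.71. This correlation is across eQTL, which are not independent, and the genotyped crosses enter both values.

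**Figure D1:**
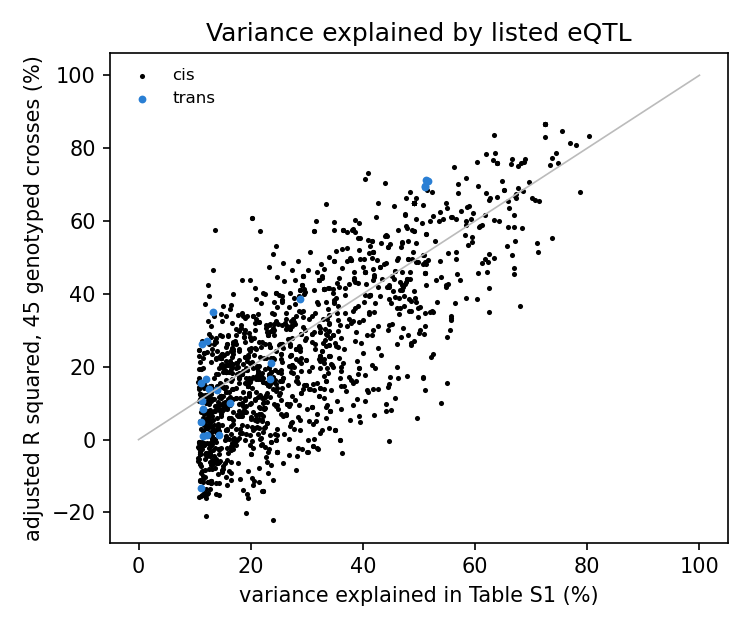
Percent of phenotypic variance explained by each listed eQTL in Table S1 (x axis) against the adjusted R squared in the 45 genotyped crosses (y axis), with cis eQTL in black, trans eQTL in blue and the line of equal values in grey. The points scatter widely about the line, with a Pearson r of 0.77 over 1453 eQTL.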

The amount of variation explained by our mapped eQTLs was high (Figure 2), though our stringent, experiment-wise permutation-based correction for multiple tests severely limits our ability to detect QTL of small effect. Not surprisingly, the variance explained by *cis*-eQTLs was higher than *trans*-eQTLs [24]. 

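The median adjusted R squared of the fitted cis eQTL lay 4.44 percentage points above that of the trans eQTL. Permuting the cis and trans labels gave a difference at least as large with p = 0.431 (permutation test, 100000 resamples, two-sided), so the difference was not detectable with 22 trans eQTL. The alternative that moved it most, with only the first listed eQTL of each gene, gave 9.18 percentage points (permutation test, p = 0.233). It leaves out trans eQTL listed after another eQTL of their gene, so only 12 trans eQTL remained.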

Our *cis*-eQTLs explained a median of 24% of the phenotypic variance, and 855 eQTL explained more than 50% of the phenotypic variance. 

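In the genotyped crosses 190 of the 1431 fitted cis eQTL and 4 of the 22 fitted trans eQTL, which belong to 17 genes, had an adjusted R squared above 50%. All 4 of these trans eQTL are transcripts of 1 gene, CHKov1 (CG10618). The 3 cis eQTL with the smallest p, one per gene, were CG11052, SMC2 and CG10089. For CG11052, at 3R 3820000, the value was 84.6% (37 crosses, p = 1.08e-12, adjusted p = 2.14e-09), and Table S1 lists 75.5% as the paper's value. For SMC2 (CG10212), at 2R 10710000, it was 78.7% (43 crosses, adjusted p = 5.51e-09), beside the paper's 63.5%. For CG10089 (transcript PD), at 3L 13510000, it was 80.8% (42 crosses, adjusted p = 5.51e-09), beside the paper's 77.9%. All 3 had an adjusted p under 0.05 under every alternative tried.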

Using our heritability estimates for each transcript abundance, we estimated the percentage of the heritability each eQTL explained. The median for the percent heritability explained by each eQTL was 73%. Our *trans*-eQTLs explained lower levels of variance, the median phenotypic variance explained was 15%, and the median percent heritability explained was 38%. However, if heritability values are underestimated, and/or we overestimate the effects of eQTLs (which is likely due to the Beavis effect [34]), these values will be inflated. This effect is obvious for the set of eQTL estimated to explain greater than 100% of the heritability (Figure 2A).

**Figure 2:**
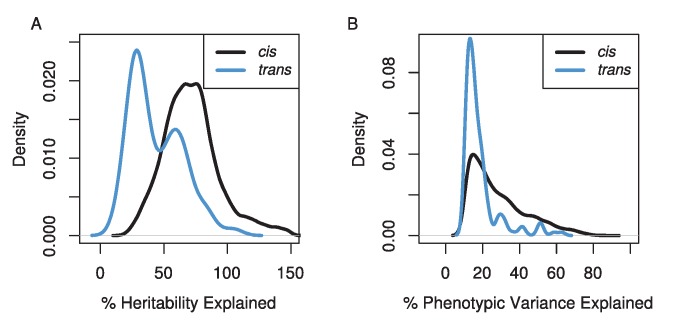
The distributions of the percentage of the genetic variation (A) and phenotypic variation (B) explained for *cis*- (black line) and *trans*- (blue line) eQTL. Estimates of the percentage of genetic variance explained can be greater than 100% due to underestimates of heritability for transcripts and/or overestimates of effect sizes of eQTL.

Our mapping resolution was high (Figure 3). We used two methods for estimating confidence intervals, a 3 LOD drop and the Bayesian credible interval. We excluded confidence intervals that spanned centromeres or occurred near telomeres, because these tend to cover very large physical distances (7% of eQTLs). The Bayesian credible intervals tended to be narrower than 3 LOD drops (median BCI = 110 kb, 0.25 cM; median 3 LOD drop = 240 kb, 0.51 cM), but the range was larger for BCIs (BCI: 0–4.5 Mb, 0–6.5 cM; 3 LOD drop: 20 kb–4.0 Mb, 0.001–3.9 cM). The median number of genes within *cis*-eQTL CIs was 32 (range 1–551), and within *trans*-eQTL CIs, the median was 44 (range: 5–479).

**Figure 3:**
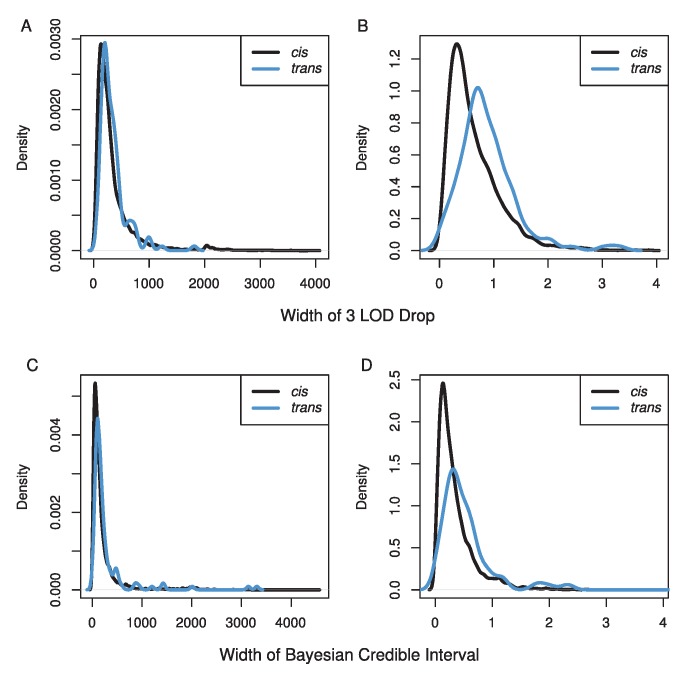
Distributions of the width of our confidence intervals for eQTL in A & C) physical distance (kb) and B & D) genetic distance (cM) using either a 3 LOD drop (A & B) or the Bayesian credible interval (C & D). Black lines show CIs for *cis*-eQTL while blue lines show CIs for *trans*-eQTL.

We have provided a comprehensive map of eQTLs for female head tissue in the *Drosophila* model system within the constraints of our statistical power. There is little doubt many smaller effect eQTLs exist that we were not able to identify given our conservative statistical threshold. Our use of *trans*-heterozygote individuals means that we not only avoid the effects of inbreeding depression, but we have also obtained estimates for all eQTL for both pA and pB DSPR populations. Overall, our results confirm what many other researchers have observed, widespread large effect *cis*-eQTLs and smaller effect *trans*-eQTLs [23], [24], [26], [27]. One of the major advantages of a stable genetic panel is the ability to measure multiple traits at multiple levels on genetically identical individuals, which allows for the potential to combine these sources of data to identify causative genes [9], [23], [25], [32]. We expect this dataset to be very useful to DSPR users, particularly those interrogating phenotypes measured in females with relevance to neuroanatomy or behavior. All of the raw and analyzed data are freely available at http://FlyRILs.org/Data. The data have also been deposited in NCBI's Gene Expression Omnibus [35] and are accessible through GEO Series accession number GSE52076.

### *Trans*-eQTL hotspots

We identified regions of the genome associated with a high *trans*-eQTL density to identify eQTL regulating the expression of several other genes (*trans* hotspots). 

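A composite of the 4 transcripts that the tables used here assign to a trans peak on 2L between 3.22 and 3.65 Mb (Cyp6a21, Acsx3, CG14855 and js) was tested at 1347 listed peak positions in the genotyped crosses. The composite is their first principal component over all 596 crosses. Its highest LOD was 10.97, at 2L 3460000, in 39 crosses. The threshold that 5% of 1000 permutations of the crosses exceeded was 9.08, and the permutation p of the highest LOD was 0.00500. After 10 further principal components were removed, the highest LOD was at the same position, but its 8.86 was below its threshold (p = 0.0719). By the smallest F test p, 1.67e-05, the maximum was then at 2L 3160000, outside the interval (permutation p = 0.0550), and the best position within the interval ranked 4 among the 1347. The 4 transcripts were chosen because the authors mapped them to this interval in all crosses, so the position of the maximum is not independent evidence.

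**Figure D2:**
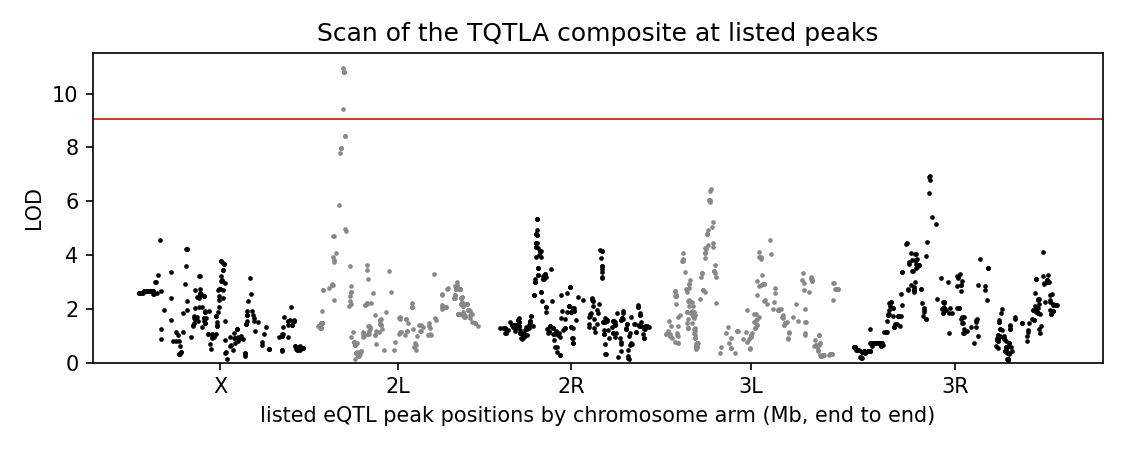
LOD of the composite of the 4 transcripts (y axis) at the listed eQTL peak positions along the chromosome arms, laid end to end (x axis, Mb), with the permutation threshold of 9.08 as a red line. The highest point, 10.97, lies on 2L.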

There were two regions of high *trans*-eQTL density, TQTLA and TQTLB (Figure 4; Table 2). These clusters regulate several genes distributed throughout the genome, as is apparent in Figure 1. 

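Of the target genes of Table 2, 4 of the 16 of TQTLA and 4 of the 11 of TQTLB could be identified here, from the parts of Tables S1 and S3 used and from the text. For TQTLA they were Cyp6a21 (CG10247, peak at 2L 3400000), CG14855 (3460000), Acsx3 (3500000) and js (CG14880, 3530000). Among them, in the genotyped crosses, CG14855 had an adjusted R squared of 45.7% at its peak (adjusted p = 0.00280). Cyp6a21 had 26.2% (adjusted p = 0.0501) and js 16.8% (adjusted p = 0.140), neither under 0.05. For TQTLB they were CG10026 (peak at 2R 8840000), CG11089 (8590000) and, named in the text as targets, CG5321 and CG6834. CG10026 had 16.6% (adjusted p = 0.145) and CG11089 had 10.5% (adjusted p = 0.214). The value of CG10026 depended on the setting. It was 4.54% (adjusted p = 0.382) with founder classes in at least 3 crosses, 10.1% (adjusted p = 0.238) with uncertain assignments as a class of their own and 44.6% (adjusted p = 0.00287) after 10 further components. CG11089 rose to 20.65% (adjusted p = 0.0631) after 10 further components and had from 10.5% to 12.3% under the other alternatives. The adjusted p of Cyp6a21 was 0.0479 with only the first listed eQTL of each gene and from 0.0504 to 0.0762 under the other alternatives.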

We used a gene ontology term finder [36] to determine whether the sets of genes regulated by these *trans*-eQTL were related to a common process. The set of 16 genes regulated by TQTLA showed enrichment for circadian rhythm of gene expression (2 of the 16 genes regulated by TQTLA; P = 0.0007). We used principal components analysis on the set of 16 genes to create a composite variable. 

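Over the 596 crosses, the first principal component of the 4 identified TQTLA targets held 43.9% of their variance. The loadings, scaled to a unit sum of squares, were 0.51 for Cyp6a21, 0.50 for Acsx3, -0.51 for CG14855 and -0.47 for js. The sign of the component is arbitrary and was set so that Cyp6a21 loads positively. Cyp6a21 and Acsx3 thus vary in the opposite direction from CG14855 and js.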

All 16 genes load fairly evenly on the first principal component (absolute value range: 0.08–0.20). We then correlated this composite variable with expression measures for each gene in the TQTLA region to identify possible candidate genes. The gene *timeless (tim)* was highly correlated with the TQTLA composite variable (r = 0.90), and it does have a significant *cis*-eQTL. 

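Between timeless (CG3234) and the composite of the 4 identified TQTLA targets, Pearson's r over the 596 crosses was -0.65 (bootstrap standard error 0.023) and Spearman's rho was -0.63. Each had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. Adjusted over the 22 transcripts of the interval, the p of r was 7.33e-05. Within the subpopulation crosses, with the composite recomputed in each, r was -0.69 in the 378 crosses of pA1 by pB2 and -0.59 in the crosses of pA2 by pB1, the alternative farthest from the value over all crosses. Without the 2 crosses farthest from the median of timeless, r was -0.65. In 39 genotyped crosses, founder assignment at 2L 3460000 was associated with timeless (F test, p = 0.000476). The paper proposes timeless as the likely candidate gene of TQTLA. Beside the correlations in the interval, it reports a cis-eQTL of timeless, correlated haplotype effects and a known role in circadian rhythm.

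**Figure D3:**
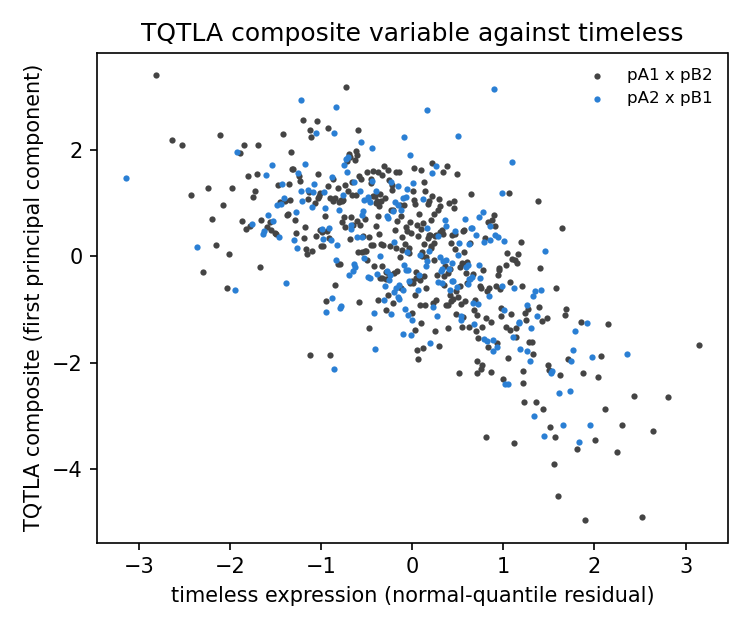
TQTLA composite of the 4 identified targets (y axis, first principal component) against timeless expression (x axis, normal-quantile residual), one point per cross, with the 378 from pA1 by pB2 in grey and those from pA2 by pB1 in blue. The composite falls as timeless rises in both subpopulation crosses.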

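The interval of TQTLA, taken between its flanking genes in the parts of the tables used here, CG12399 (2L 3149073) and CG10031 (2L 3699040), holds 22 transcripts of 17 genes. These are fewer genes than the paper's counts leave for the interval after those it gives as not represented, so not all genes that the paper compared are covered. Apart from timeless, the transcript with the largest absolute correlation with the composite was Hydr2 (CG3488), with r = -0.41 (permutation p = 1e-05, the smallest possible). Then came CG9664, with r = -0.23. Over the 22 transcripts the median absolute r was 0.0503, and 7 had an adjusted p under 0.05. The r of Hydr2 was -0.48 in the crosses of pA1 by pB2 alone and -0.26 in those of pA2 by pB1 alone.

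**Figure D4:**
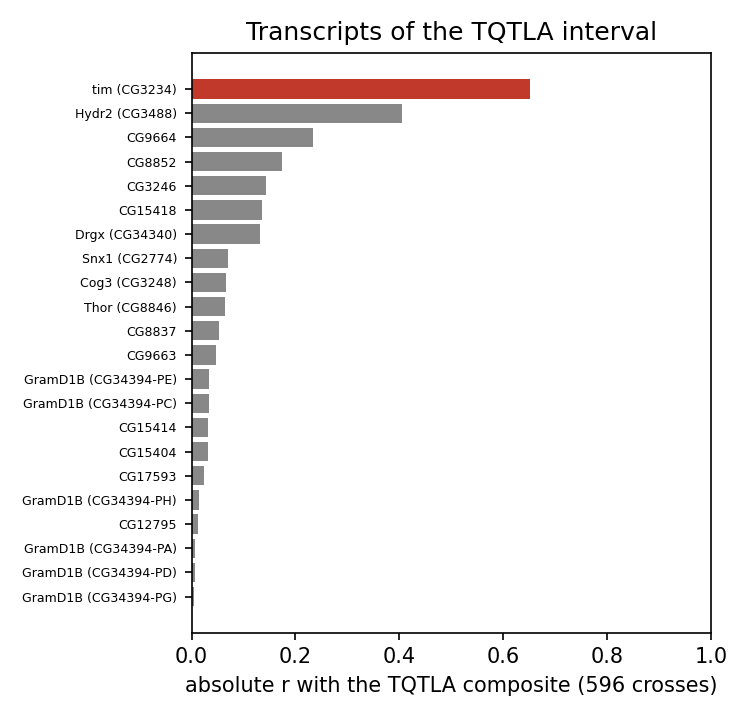
Absolute Pearson r with the TQTLA composite over 596 crosses (x axis) for each transcript of the interval (y axis), with timeless in red. The bar of timeless is the longest, followed by Hydr2.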

All other genes in the interval had a correlation with an absolute value of less than 0.5. Additionally, after correlating the expression of each of the 16 transcripts regulated by TQTLA with the expression of all genes in the TQTLA region, timeless showed the maximum pairwise correlation in all 16 cases (absolute value of correlation range:0.35–0.84). 

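For each of the 4 identified targets, timeless had the largest absolute correlation among the 22 transcripts placed in the interval here, which do not cover all the genes of the paper's interval. Its r was -0.48 with Cyp6a21, -0.40 with Acsx3, 0.39 with CG14855 and 0.47 with js. The next transcript was Hydr2 in each case, with r of -0.19, -0.24, 0.34 and 0.31. The margin over Hydr2 was thus smallest for CG14855. The count of targets led by timeless was 4 of 4 within each subpopulation cross, with rank correlation and after 10 further components.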

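Founder effects at 2L 3460000 were estimated in 37 genotyped crosses, with 9 founder classes seen in at least 3 crosses each. Across these classes, the effects on timeless correlated with the effects on Cyp6a21 at r = -0.90, on CG14855 at 0.88, on js at 0.73 and on Acsx3 at -0.43. The mean absolute value was 0.737. When the crosses were permuted jointly for all 5 genes against the assignments, which keeps the correlation between the genes and removes founder effects, the median of this mean was 0.556 in 1000 permutations (p = 0.0759). The value was therefore not distinguishable from that of genes that vary together without founder effects. With 9 classes, each correlation has a wide error, and the effects of pA and of pB classes were each centred before they were combined.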

The estimated haplotype means follow this pattern and are correlated with the estimated effects for the *timeless cis*-eQTL in most cases (average absolute value correlation: 0.65; min: 0.03; max: 0.99). The gene *timeless (tim)* is expressed in the adult central nervous system [37] and is involved in transcriptional regulation of circadian rhythm [38].

**Figure 4:**
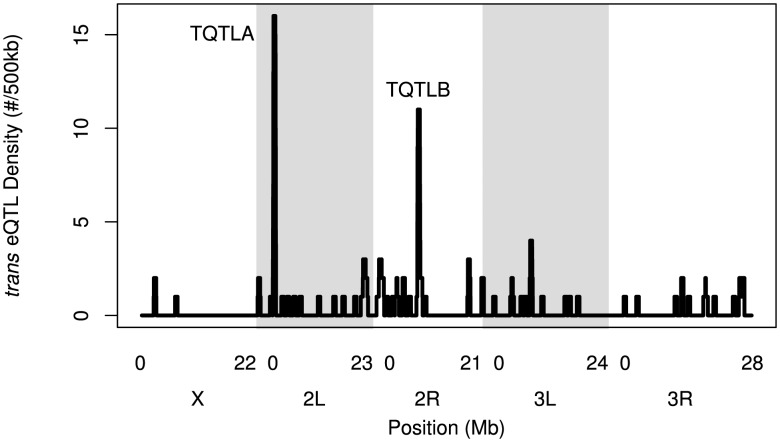
The density of *trans*-eQTLs along the genome. Density is the number of genes (not transcripts) with a *trans*-eQTL per 500 kilobases. Grey and white shading denote the different chromosome arms. Potential hotspots (regions with a density greater than 5) are noted.

**Table 2:** *trans*-eQTL regulating multiple genes.

	# eQTL	chr	lower (Mb)	upper (Mb)	# genes in interval	# genes in interval with *cis*-eQTL
TQTLA	16	*2L*	3.22	3.65	53	14
TQTLB	11	*2R*	8.33	9.12	119	50

Not all genes in the TQTLA interval are included in our expression set. For example, some genes may have been dropped due to the presence of SNPs in probes, or were not included in the Nimblegen probe set to begin with. For TQTLA, 23 genes in the interval are not represented in the expression set. However, none of these genes are associated with any terms involving circadian rhythm, regulation of gene expression, or transcription (http://FlyBase.org) [39], and we therefore do not consider any of these likely candidate genes.

The genes associated with TQTLB are enriched for several GO terms including compound eye pigmentation (2/11 genes; P = 0.005), the umbrella term: single-organism metabolic process (6/11 genes; P = 0.007), and several specific metabolic process terms: tryptophan metabolic process (2/11 genes; P = 0.008), indolalkylamine metabolic process (2/11 genes; P = 0.0008), indole-containing compound metabolic process (2/11 genes; P = 0.002), aromatic amino acid family metabolic process (2/11 genes; P = 0.006). 

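Of the TQTLB targets, 4 were identified, and their first principal component held 36.4% of their variance over the 596 crosses. Its correlation with sugarbabe (CG3850) was -0.45 (Pearson's r, bootstrap standard error 0.0307) and -0.44 (Spearman's rho). Each had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, and the p of r was 8.77e-05 after adjustment over the transcripts of the interval. With the component recomputed within the subpopulation crosses, r was -0.44 in pA1 by pB2 and -0.48 in pA2 by pB1. Without the 2 crosses farthest from the median of sugarbabe it was -0.45. Removing 10 further components moved it most, to -0.50. In 37 genotyped crosses, with the founders assigned at 2R 8840000, the association of sugarbabe with founder assignment was not detectable (F test, p = 0.124).

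**Figure D5:**
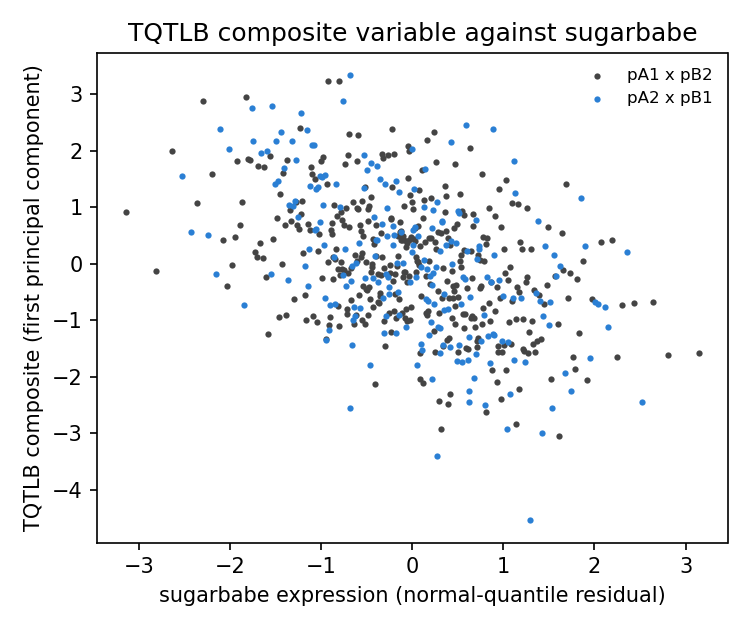
TQTLB composite of the 4 identified targets (y axis, first principal component) against sugarbabe expression (x axis, normal-quantile residual), one point per cross, with the 378 from pA1 by pB2 in grey and those from pA2 by pB1 in blue. The composite falls as sugarbabe rises, with r = -0.45 over the 596 crosses.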

Once again we performed PCA to create a composite variable. *sugarbabe* (*sug*) was the gene most highly correlated with the TQTLB composite variable (r = −0.63) and does have a significant *cis*-eQTL. All other genes in the interval had a correlation with an absolute value of less than 0.4. 

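The TQTLB interval, between the flanking genes CG13159 (2R 8262874) and CG10799 (2R 9145456), holds transcripts of 71 genes, fewer than the paper's counts leave for the interval. Next to sugarbabe, the largest absolute correlations with the composite were those of AspRS (CG3821), with r = -0.31, and CG13323, with r = 0.30. The median absolute r was 0.0693, and 42 transcripts had an adjusted p under 0.05. Under rank correlation, and in the crosses of pA1 by pB2 alone, CG13323 came next to sugarbabe instead of AspRS, and after 10 further components DUBAI (CG8830) did. The paper proposes sugarbabe as the likely candidate gene of TQTLB. Beside the correlations in this interval, it reports a cis-eQTL of sugarbabe, moderately correlated haplotype effects and roles in transcription and the starvation response.

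**Figure D6:**
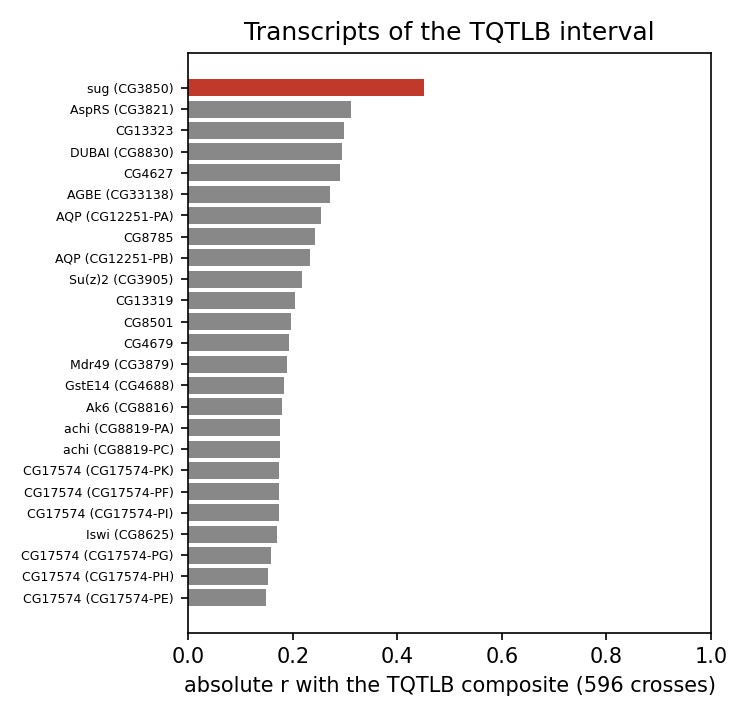
Absolute Pearson r with the TQTLB composite over 596 crosses (x axis) for the transcripts of the interval with the largest values (y axis), with sugarbabe in red. The bar of sugarbabe is the longest, followed by AspRS.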

Loadings were again fairly even (absolute value range for all other genes: 0.08–0.39). Pairwise correlations between the transcripts associated with TQTLB and the expression measures in the interval showed *sugarbabe* to be most highly correlated in all cases except two: gene *CG5321* and gene *CG6834* (absolute value of correlation range for all other genes: 0.40–0.52). These two genes were also the two with the lowest loading values on the composite variable. 

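Among the transcripts placed in the interval here, which do not cover all the genes of the paper's interval, sugarbabe had the largest absolute correlation with 2 of the 4 identified targets. These were CG11089, with r = -0.49 against -0.31 for the next transcript, CG13319, and CG10026, with r = -0.40 against -0.37 for AspRS. For CG5321 the largest was that of CG4627, with r = -0.26, while sugarbabe had -0.091. For CG6834 it was that of CG8785, with r = -0.31, while sugarbabe had -0.16. In the crosses of pA2 by pB1 alone, sugarbabe led for 1 of the 4 targets.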

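On the component of the 4 identified targets the loadings were 0.65 for CG10026, 0.60 for CG5321, 0.39 for CG11089 and 0.26 for CG6834, with the sign set so that CG10026 loads positively. Among these 4, CG6834 thus had the lowest loading and CG5321 the second highest. The other targets of TQTLB were not used here, so these loadings are not those of the full component.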

The correlation between the estimated haplotype effects for the *cis*-eQTL for *sugarbabe*, and the effects for the *trans*-eQTLs were moderate (mean absolute value correlation: 0.24; min: 0.005; max: 0.44). 

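At 2R 8840000, founder effects were estimated in 35 genotyped crosses with 8 founder classes. Their correlation across classes with the effects on sugarbabe was -0.84 for CG11089, -0.75 for CG5321, -0.59 for CG10026 and -0.50 for CG6834, with a mean absolute value of 0.669. Permuting the crosses jointly for all 5 genes against the assignments gave a median of 0.392 for this mean (1000 permutations, p = 0.0270). As founder assignment explained little of sugarbabe in these crosses (adjusted R squared 0.135 in the 37 crosses of the fit), the effects themselves are estimated with a large error.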

The gene *sugarbabe (sug)* is expressed in the adult head [37], is involved in regulation of transcription [40], is involved in regulation of response to starvation [41], and is part of the insulin-like growth factor signaling pathway [41]. The 21 genes not included in the interval are not associated with any terms involving metabolism, regulation of gene expression, or transcription (http://FlyBase.org) [39].

We have identified two *trans* hotspots, and, in both cases, we were able to use our expression dataset to narrow the causative gene to a single likely candidate gene. Previous eQTL studies have identified many more *trans* hotspots that regulate many more genes (hundreds or thousands) than our two identified hotspots (TQTLA: 16 genes; TQTLB: 11 genes; e.g. [27], [42], reviewed in [24], [26]). However, while some of these global regulators of gene expression have been confirmed as true signals, most notably in yeast [43], [44], Kang et al. [43] show how hotspots can result from confounding factors such as batch effects. In our dataset, we employed PCA to correct for possible batch effects [45]. This method has been shown to increase power to detect eQTL [29], [45], [46], however, it makes identifying even true *trans* global regulators impossible. The signal that results from a global regulator is statistically indistinguishable from an unmeasured batch effect. In addition, even true global regulators can confound the detection of other true eQTLs, and correcting for these true global regulators increases the power to detect these other associations [43], [45]. It is possible to distinguish true *trans* hotspots from batch effects using biological replicates [43], but for our study we chose to maximize the number of RILs rather than increase replication to maximize our statistical power to map eQTL. As a result, we are unable to detect many *trans* hotspots in this study. However, our stringent statistical correction does give us increased confidence that the eQTL we do identify are indeed true signals.

### Most eQTLs are multiallelic

The vast majority of our eQTLs appear to be multiallelic (Figure S1). In 95% of cases, the number of alleles estimated at *cis*-eQTL was 3 or greater. 

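The number of alleles was estimated by the paper's procedure, with hard assignments in place of genotype probabilities, on the assignments of the 45 genotyped crosses, for 1591 listed eQTL with at least 4 haplotypes seen in at least 5 crosses each. The median eQTL had 6 haplotypes in 31 crosses. The model with the lowest p had 3 or more alleles for 7.35% of the 1591 (95% Wilson interval 6.17% to 8.74%, counting error only). Among cis eQTL the share was 7.63% of 1167. Applied to 4773 data sets simulated with 2 alleles on the same assignments, the procedure gave 6.18%. The simulated variance explained was that listed in Table S1, or a random draw from those listed for eQTL outside the part used here. With 3 simulated alleles it gave 11.7%, and with a different effect for every haplotype 14.8%. At this number of crosses the procedure thus missed most of the additional alleles simulated, and the observed share does not measure how many eQTL have them. Counting haplotypes seen in at least 3 crosses moved the share most, to 17.1%, beside 14.6% in data simulated with 2 alleles. It was 15.3% with the lowest AIC, beside 16.1% simulated, and 10.6% with a shared effect for a group, beside 8.34%. It was 7.83% with only the first listed eQTL of each gene, beside 4.93%, and 9.81% after 10 further components, beside 5.93%. Among the 668 eQTL past the threshold it was 15.0% (95% Wilson interval 12.5% to 17.9%), beside 6.94% in data simulated with 2 alleles. These eQTL were selected on the same expression values, whereas the simulated data sets were not selected.

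**Figure D7:**
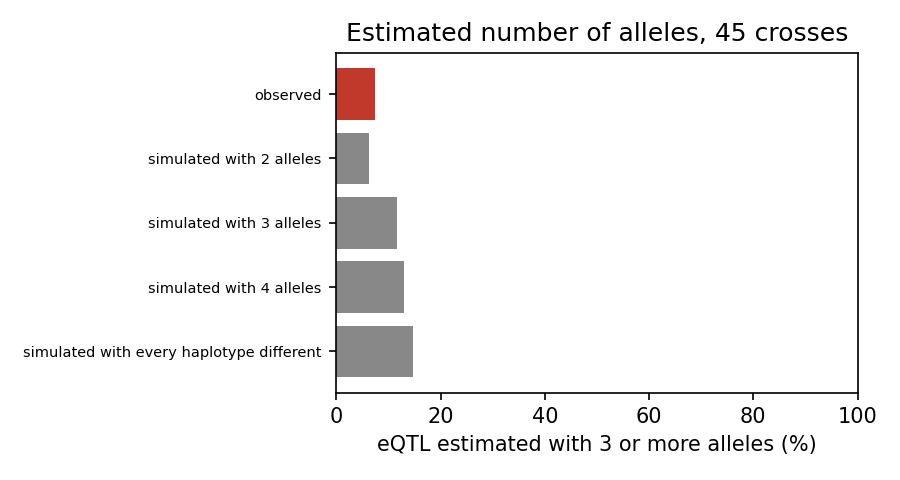
Percent of eQTL estimated with 3 or more alleles (x axis) in the 45 genotyped crosses (red) and in data simulated on the same assignments with the number of alleles named at each bar (grey). The observed value of 7.35% lies between those of 2 and 3 simulated alleles, and no simulated value exceeds 14.8%.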

For *trans*-eQTL this percentage was somewhat lower, at 78%. 

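Of the 18 trans eQTL with enough haplotypes in the genotyped crosses, 0 were estimated with 3 or more alleles. Choosing the model by Akaike's Information Criterion gave 11.1%, as did removing 10 further components, and one shared effect for a group that spans pA and pB gave 5.56%. Counting haplotypes seen in at least 3 crosses gave 10% of 20. A difference between cis and trans was not tested with so few trans eQTL.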

Figure 5 shows an example of an eQTL where the best model is a two allele model and of an eQTL where the full haplotype model is the best model. 

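CG10245 (Cyp6a20) has its cis peak at 2R 10780000, where founder assignment explained 83.2% of the variance in 26 genotyped crosses (adjusted R squared, adjusted p = 7.56e-07), beside the paper's 80.3%. Mean expression, in normal-quantile units, was 0.97 ± 0.46 (SD, n = 18 crosses) with B3, 0.31 ± 1.01 (n = 5) with B1, -0.22 ± 0.29 (n = 4) with B5 and -0.74 ± 0.22 (n = 7) with B6. With B7 it was -1.64 ± 0.17 (n = 2). Each cross also carries a pA founder, which was A7 in 28 crosses and which the comparisons of pB founders do not take into account. The means include crosses whose other founder was uncertain. Of the 6 comparisons among B1, B3, B5 and B6, B3 exceeded B6 by 1.71 (exact permutation test, two-sided, p = 4.16e-06, the smallest possible, adjusted p = 2.50e-05). B3 exceeded B5 by 1.19 (exact permutation test, p = 0.000273, the smallest possible, adjusted p = 0.000820). B5 exceeded B6 by 0.52 (exact permutation test, p = 0.0121, adjusted p = 0.0182). All 4 crosses with B5 had an uncertain pA founder, so they are not among the 26 crosses of the fit and the pA founder is not held constant in comparisons with B5. Among crosses assigned A7 alone, B3 (n = 14) exceeded B6 (n = 5) by 1.71 (exact permutation test, p = 0.000172, the smallest possible, adjusted p = 0.000516) and B1 (n = 3) by 1.17 (exact permutation test, p = 0.00294, the smallest possible, adjusted p = 0.00441). There B1 exceeded B6 by 0.535 (exact permutation test, p = 0.0714). The spread of B1 came from 1 cross at 2.07, which was the only one assigned A2. With it B1 exceeded B6 by 1.05 (exact permutation test, p = 0.00505, adjusted p = 0.0101), and its difference of 0.527 from B5 was not detectable (exact permutation test, p = 0.365). Without it B1 exceeded B6 by 0.607 (exact permutation test, adjusted p = 0.0146) and differed from B5 by 0.0858 (exact permutation test, p = 0.657). Without it the mean of B1 was -0.13, 1.10 below B3 (exact permutation test, p = 0.000273, the smallest possible, adjusted p = 0.000547), where with it the adjusted p was 0.0524. CG4086 is outside the part of Table S3 used here, and its founders were taken at the nearest listed peak, that of Galphaf (CG12232) at 3L 16680000, with 6 genes between them. There founder assignment explained 64.8% of the variance in 37 crosses (F test, p = 7.31e-07). Mean expression was 1.22 ± 0.55 (n = 9) with A7 and 0.86 ± 0.71 (n = 14) with B2. It was -0.57 ± 0.47 (n = 7) with A3, -0.16 ± 0.72 (n = 20) with A4, -0.37 ± 0.91 (n = 5) with B4 and -0.21 ± 0.92 (n = 19) with B7. Between these groups lay -0.08 ± 0.73 (n = 3) with A2, 0.09 ± 0.76 (n = 3) with B1 and 0.22 ± 0.98 (n = 2) with B6.

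**Figure D8:**
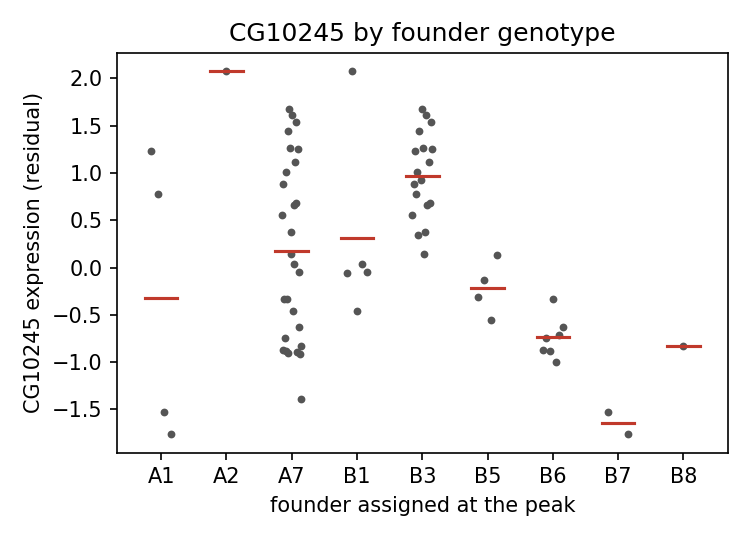
CG10245 expression (y axis, normal-quantile residual) by the founder assigned at the peak (x axis), one point per genotyped cross and the founder mean as a red line. Each cross appears under each founder that could be assigned. Crosses with B3 lie highest among the pB founders seen more than once and those with B7 lowest, apart from 1 cross assigned A2 and B1 at 2.07.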

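In the listed eQTL estimated with 3 or more alleles in the genotyped crosses, the best model explained a median of 8.10 percentage points more of the variance than the best model of 2 alleles, and at most 17.5. The same excess appears where only 2 alleles exist. The data sets simulated with 2 alleles but estimated with more had a median excess of 7.57 and a maximum of 29.0 percentage points.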

In cases where we estimated multiple alleles, we were able to explain additional phenotypic variance compared to the best two allele model (Figure S2), sometimes as much as an additional 27%. We investigated our ability to accurately estimate the number of alleles by performing a simulation designed to provide the highest power to distinguish between different alleles (see methods). Our simulation revealed that our estimator underestimates the number of alleles in 63% of cases, correctly estimates the true number of alleles in 26% of cases, and overestimates the number of alleles in 10% of cases (Figure 6). This bias toward underestimating the number of alleles gets increasingly severe as the true number of alleles increases. 

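On the founder assignments of the 45 genotyped crosses, data were simulated with 4773 sets for each number of alleles. With 2 alleles the same procedure estimated 2 in 93.8% of sets. With 3 alleles it estimated 2 in 88.3% and 3 in 11.6%. With 4 alleles it estimated 2 in 86.9%. Where groupings gave the same fit, the one with fewer alleles was kept.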

Our simulations with a lower effect size (5%) and normally distributed allelic effects both resulted in an even stronger bias toward underestimating the true number of alleles. Our allele number distribution for *cis*-eQTLs is no doubt composed of a mixture of eQTLs of varied numbers of true alleles. Overall, it is closest to the distribution we obtain for a simulation of ∼5 alleles. So while most of our estimates for *cis*-eQTL are for 3–4 alleles, many may be determined by many more alleles.

**Figure 5:**
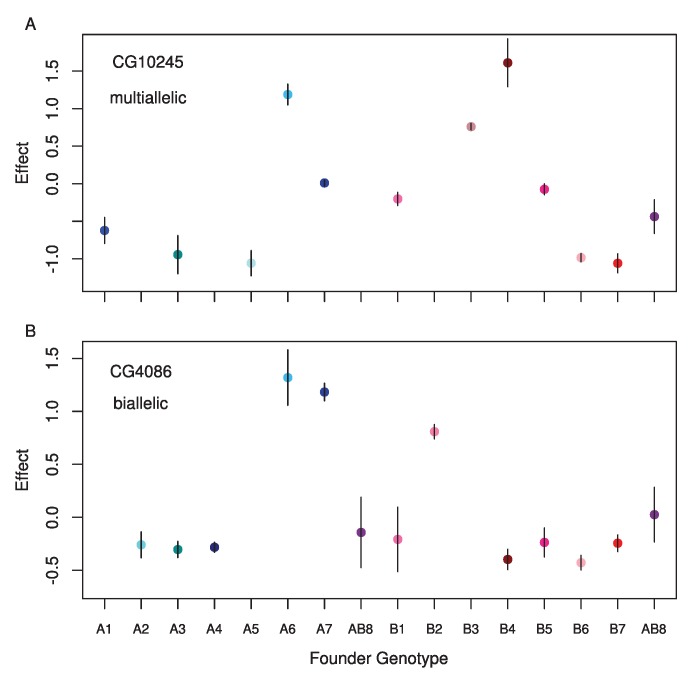
Standardized estimated means for each founder genotype for single observed *cis*-eQTL where A) the full model is the best model, and B) a two allele model is the best model. The gene name for each is displayed in the upper left corner.

**Figure 6:**
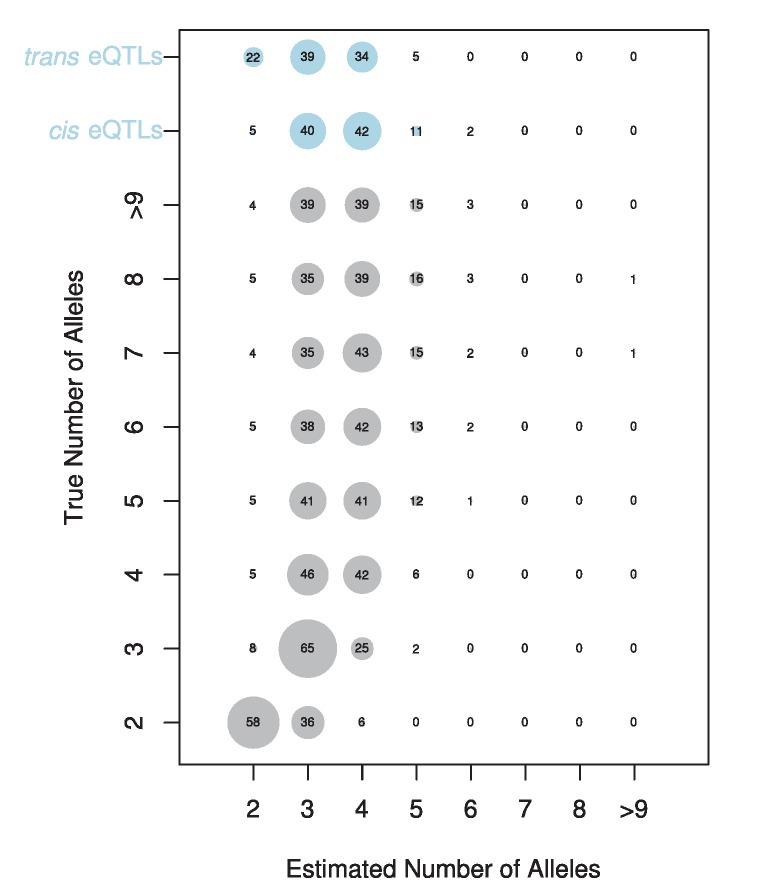
Estimated number of alleles for simulated (grey circles) and observed data (blue circles). The true number of alleles versus the estimated number of alleles is displayed for simulated data. The size of each circle and the number displayed denotes the percentage of times each number of alleles is estimated for a given true number of alleles. The estimated number of alleles for our *cis*- and *trans*-eQTL are shown at the top of the plot.

Our results indicate widespread allelic heterogeneity for both *cis*- and *trans*-eQTLs. The focus of mapping studies is often to identify the single causative variant underlying a significant signal, the implicit assumption being that the causative loci are biallelic. *cis*-eQTL in particular, with their large effects, are thought to be more likely than other traits to have a simple genetic architecture and be biallelic [22], [28]–[30]. Baud et al. [22] found some support for this idea when comparing a two allele model to the full haplotype model in hippocampus eQTLs in the heterogeneous stock mouse resource [32]. They found that in 97% of cases, the two allele model was superior for *cis*-eQTLs while *trans*-eQTLs were more likely to be multiallelic [22]. However, in contrast to these findings, *cis*-eQTLs have been found to be multiallelic in *Drosophila* [47], *Arabidopsis* [42], and humans [31], [48]. Our results strongly confirm the result of multiallelism in *Drosophila* with 95% of *cis*-eQTLs estimated to be due to 3 or more alleles. This result indicates that in *Drosophila*, widespread allelic heterogeneity exists at one of the most basic levels of genetic variation: *cis*-regulatory variation.

Widespread allelic heterogeneity is one potential explanation for the missing heritability problem in the study of complex traits. Allelic heterogeneity presents a statistical challenge for GWAS [7]. GWAS utilize natural populations and interrogate each SNP (or other specific variant) for association with the phenotype of interest. At the single gene level, it is difficult to distinguish between simple linkage disequilibrium between a single causative variant and other, nearby neutral SNPs, and multiple independent causative SNPs. If GWAS focus only on the strongest association at a locus, in the presence of allelic heterogeneity that individual variant will account for less of the variation than the entire gene, causing the effect of the locus to be underestimated [7]. In this respect, haplotype-based mapping approaches, such as the one described here, have an advantage because entire haplotypes (and thus an entire set of causative variants associated with a single gene) are tested together. The effect size associated with the causative gene will tend to be larger and easier to detect in this framework. This effect, combined with the more favorable frequencies of alleles in linkage based panels could explain why these studies tend to explain very large proportions of the heritable variation [9], [21], [49], while GWAS grapple with large amounts of missing heritability. However, one drawback of current haplotype-based methods is that they do not have single gene resolution and therefore identifying the causative gene within the QTL interval can be a significant challenge. Furthermore, while identifying the causative loci under allelic heterogeneity is easier with haplotype based methods, the subsequent identification of the causative SNPs within the loci is made much more complicated by heterogeneity [17], [18], [50].

Allelic heterogeneity is typical for Mendelian diseases (http://www.omim.org/) and it has been suggested as the likely model for quantitative traits [51]. There is a growing body of empirical [2], [17], [22], [31], [42], [47], [50] and theoretical [7] support for this idea. For example, one of the largest GWA studies found support for allelic heterogeneity for human height by identifying several cases of multiple SNPs likely associated with the same gene [2]. Even age related macular degeneration, the first successful GWA study [52], has subsequently been shown to harbor multiple functional alleles [53]–[56]. Our results should therefore not be surprising. However, they do suggest the community should focus on developing experimental designs and analytical methods, e.g., [7], that function well under a model of allelic heterogeneity.

## Methods

### Mapping population

We used RILs from the DSPR (http://FlyRILs.org) to map genome-wide expression variation. The DSPR has been described in detail previously. Complete details of the development of the DSPR, founder whole genome re-sequencing, and RIL genotyping are described in [17]. The development of the hidden Markov model to infer the mosaic structure of the RILs and the power and mapping resolution of the DSPR for QTL mapping are described in [18]. Briefly, the DSPR is a multi-founder advanced intercross panel consisting of a set of over 1700 RILs of *Drosophila melanogaster*. Two 8-way synthetic populations (pA and pB) were created from two independent sets of 7 inbred founder lines (A1–A7 or B1–B7) with one additional line (AB8) shared by both populations. Each synthetic population was maintained as two independent replicate subpopulations (pA1 and pA2 or pB1 and pB2), kept at a large population size, and allowed to freely recombine for 50 generations. At generation 50, each subpopulation gave rise to ∼500 RILs via 25 generations of full-sib mating. The genomes of the original fifteen inbred founder lines have been completely re-sequenced, and the complete underlying founder haplotype structure of all RILs in the panel has been determined via Restriction-Associated DNA (RAD) sequencing along with a hidden Markov model (HMM).

In order to avoid potentially mapping QTL for inbreeding depression, we phenotyped *trans*-heterozygote F1 individuals from crosses between pA females and pB males. The crosses were done to maintain the subpopulation structure by crossing pA1 to pB2 and pA2 to pB1. In both cases, we arbitrarily crossed pA and pB RILs with the same line number (*i.e.*, pA1_1_*pB2_1_, …, pA1_n_*pB2_n_, pA2_1_*pB1_1_, …, pA2_n_*pB1_n_). For each of 596 crosses, we generated 4–6 replicate cross vials containing 10 virgin pA females and 10 pB males and cleared the adults after 24–48 hours to maintain roughly equal larval density across experimental vials. Both the inbred RIL parents and the experimental *trans*-heterozygous cross progeny were raised on standard cornmeal-yeast-molasses media at 25°C, 50% relative humidity, and on a 12∶12 light∶dark regime.

### RNA isolation and arrays

Progeny from each cross vial were allowed to emerge and mate in the source vial for 2–4 days. Then 250–300 females were harvested over CO_2_ from the multiple replicate vials. Since we did not isolate virgin females on eclosion, females are very likely mated. These experimental females were kept for 24 hours in fresh vials to minimize any effects of the anesthesia before the heads were isolated (3–5 days old). Heads were removed by transferring the females without anesthesia to a 50 ml conical bottom centrifuge tube, freezing in liquid nitrogen, vigorously vortexing, and sieving using dry ice-chilled brass analytical sieves (mesh sizes 0.0165 and 0.0278 inches), separating heads from bodies and from legs and wings. Head samples were stored at −80°C until RNA isolation.

We did not have any technical or biological replicates aside from the effect of pooling 250–300 individuals, collected from multiple source vials, for each sample. This was intentional because we are mainly interested in the variance among RILs. There were two exceptions to this lack of replication. Crosses A1.299×B2.299 and A1.350×B2.350 were prepared independently twice.

RNA was isolated using TRIzol Reagent (Life Technologies), cleaned up using RNeasy Mini spin columns (Qiagen), concentrated—if necessary—using a vacuum centrifuge, and shipped to the Carver Center for Genomics Microarray Center at the University of Iowa for cDNA synthesis and array hybridization. We used Nimblegen 12×135 K arrays to assay genome-wide gene expression. These arrays assay 16,637 transcripts with eight 60 bp probes per transcript. Each array holds 12 different crosses.

### Data analysis pipeline

All data analysis was performed in R [57]. Initially, we performed standard quantile normalization and corrected for background effects using the normalize and backgroundCorrect functions in the oligo package to correct for any overall array effects [58]–[61]. We then created a custom probe-to-transcript map using the most recent version of the CDS file available at FlyBase (v. 5.48). We blasted all probe sequences against the CDS, requiring an exact match [62], [63]. We eliminated any probe sequences without an exact 60 bp match to a transcript (6842 probes). We did not require a unique match given many transcripts from the same gene share portions of their sequences. Thus a single probe can correspond to multiple transcripts.

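In the deposited values 3040 of the 11064 transcripts are identical in every cross to at least 1 other transcript. They form 984 sets, of which 38 span more than 1 gene, and leave 9008 distinct profiles. The largest set holds 34 transcripts of Dscam1 (CG17800). The largest sets across genes are the replication-dependent histones, with 23 genes of His2B, 20 of His2A, 19 of His1, 18 of His3 and 13 of His4. Of the 1999 listed eQTL used here, 14.7% repeat the values and the peak of another, which leaves 1706 distinct eQTL.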

Single nucleotide polymorphisms in probe sequences are known to affect array hybridization and thus expression measurement [64]–[68]. We took advantage of the availability of full genome sequences for all 15 founder lines to identify SNPs within probe sequences. We first updated the alignment and SNP calling for the founder re-sequencing data using the Burrows-Wheeler Aligner (BWA) [69] with the following switches: -m 50000000 -R 5000, followed by the SAMtools [70] mpileup command (the initial alignment used Mosaik and a custom SNP caller, see [17]) to obtain an accurate, comprehensive list of SNPs in the founder lines (http://FlyRILs.org/Data, Release 3). We also applied the following filters: 1) at least one founder was fixed for the minor allele and at least three founders were fixed for the major allele (given a coverage of 10×), 2) minimum overall coverage of 90 (5 per sample), and 3) maximum overall coverage of 3600. A large proportion of our probe sequences contained SNPs segregating in the set of DSPR founder lines. Because we have the full genome sequences *in silico* of all RILs in the panel, we were able to identify all positions in probes that are SNPs in our RIL panel and test for the effect of each SNP on the expression measurement. We discarded any probes containing multiple SNPs (22018 probes). For probes containing a single SNP, we used the haplotype probabilities from the hidden Markov model to infer the probability each RIL harbored the minor allele and assigned a genotype value to each cross by adding the paternal and maternal probabilities. In the case of perfect certainty, genotype values are: 2 = AA, 1 = Aa, and 0 = aa. We then tested for the effect of the SNP on the expression measurement by fitting the following model:
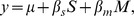
where *y* is the expression measurement, *S* is subpopulation, *M* is the cross genotype at the marker, and *β_s_* and *β_m_* are the corresponding effect estimates. We then eliminated all probes with a p-value less than 0.05 (21141 probes).

Following re-mapping of probes and elimination of probes with SNPs affecting expression, transcripts were associated with a variable number of probes instead of each transcript being associated with exactly 8 probes as in the original NimbleGen array design. We eliminated any transcript associated with fewer than four probes. Next, we performed standard RMA using the basicRMA function in the oligo package [61] to combine probe-specific data and generate a single expression measure per transcript. Many genes are associated with multiple transcripts. Whether the expression of different transcripts can be independently assessed is dependent on how many probes uniquely map to each transcript. We calculated pairwise correlations between each transcript in each set of transcripts associated with a single gene. 

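The deposited values hold 1 transcript for each of 6586 genes and several for 836 genes, 4478 transcripts in all. Among these 836 genes, the smallest Pearson r between transcripts was under 0.95 for 802 (95.9%), which hold 4381 transcripts, and its median was 0.68. Rank correlation gave the same 4381 transcripts as a count. Of the 18346 pairs within these genes, 7746 (42.2%) had an r of at least 0.95 and 5058 were identical in every cross. The values had been corrected for 10 principal components and set to normal quantiles before deposit, so these correlations need not equal those before the correction.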

If all of the pairwise correlations between the set of transcripts were > = 0.95, we used the average expression for the gene. Otherwise, we mapped each transcript separately. We will refer to all expression measures (including those averaged across transcripts for a single gene) simply as transcripts for clarity.

We followed the methods of [29], [46] and used principal components analysis (PCA) to minimize batch effects [45] and increase our power to detect QTL. Following quantile normalization of each transcript to coerce each transcript distribution to be normal, we performed PCA on the entire set of transcripts. We selected the first 10 principal components to correct our expression measurements. The percentage of the variance explained by each remaining principal component was below 1% (Figure S3). 

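A principal components analysis of the deposited values, from which 10 components had already been removed, shows what remains. The first component held 3.45% of the variance, the 10th 1.42% and the 11th 1.34%, and 16 components held at least 1% each. With values shuffled within each transcript, no component held more than 0.255%. With each set of identical transcripts entered once, the number at or above 1% was also 16. These percentages are of the variance left after the correction and the second normalization, which is a different total from that of Figure S3.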

We then fit the following model
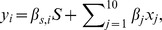
where *y_i_* is the *i*th expression measurement, *S* is subpopulation, *x_j_* is the *j*th principal component, and *β_s,i_* and *β_j_* are the corresponding effect estimates. We used the resulting residuals for the remaining analyses. We performed an additional round of quantile normalization on these residuals to ensure normality.

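Every deposited value lies, within 0.0001, on one of the normal quantiles of a series of 605, although 596 crosses are in the expression set. The other series lengths tried, from 596 to 615, left larger deviations. In each transcript 9 of the 605 quantiles are absent.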

We estimated the narrow-sense heritabilities for all transcripts by fitting a linear mixed model using the polygenic function in the GenABEL package [71]. Briefly, the model includes a random effect polygenic term whose variance is determined by the kinship matrix between RIL crosses. We calculated the kinship matrix using the genome-wide haplotype assignments resulting from the HMM. At each position spaced every 0.025 cM, we calculated the probability of identity by decent and averaged these across the genome to obtain the relationship coefficient. Our kinship matrix is thus estimated over genetic distance. We then used the polygenic function to calculate heritabilities for each transcript [71].

To map eQTLs, we first selected transcripts expressed above background levels. We utilized the two replicated samples, A1.299×B2.299 and A1.350×B2.350, to identify the point where measurements were less repeatable and excluded all transcripts with expression levels below this point (Figure S4). This cutoff excluded approximately 23% of transcripts. For all included transcripts, we performed haplotype-based genome scans by fitting the following model at regularly spaced positions every 10 KB across the genome (11768 positions; http://FlyRILs.org/Data, Release 3).
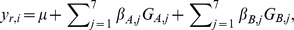
where *y_r,i_* is the ith transcript, *μ* is the grand mean, *G_A,j_* are the genotype probabilities for the jth paternal RIL, *G_B,j_* are the genotype probabilities for the jth maternal RIL, and *β_A,j_*, and *β_B,j_* are the corresponding effect estimates. Because we assayed only females, the model for the *X* chromosome is the same as for the autosomes. At each position, we calculated the *F*-statistic for the overall effect of genotype and obtained LOD scores.

To identify the statistical significance threshold, we performed 1000 permutations of the expression measures [72]. The entire set of expression measures was permuted together to maintain the correlation structure in the dataset. We used these permutations to determine a conservative genome-wide, experiment-wise 5% significance threshold (threshold = 14.99). We also determined a separate threshold for *cis*-eQTL. We defined *cis*-eQTL as QTL occurring within 1.5 cM of the transcription start [18] site for each transcript (1.5 cM is our typical confidence interval width). To define a *cis*-only threshold, we only included the LOD scores for the positions within 1.5 cM of the transcription start for each gene (threshold = 14.4).

We identified all peaks with LOD scores exceeding the above-defined thresholds. When multiple nearby peaks were identified, we determined whether their 3 LOD drop intervals overlapped, and, if so, only the peak with the highest LOD score was retained. We expect 3 LOD drops to be a conservative estimate of the 95% confidence interval. Standard 2 LOD drops have been shown to be overly narrow for pA×pB cross designs [18]. It should be noted however, that confidence intervals on QTL locations are not true 95% confidence intervals and effect size, sample size, and the number of haplotypes in the model affect the degree of coverage. We also calculated Bayes credible intervals, for which 95% coverage tends to be more consistent [73], [74].

In a pA×pB cross, a mapped QTL may be due to genomic variation at that position in only one population or in both. We identified peaks associated with only a single population using Akaike's Information Criterion (AIC). We calculated the AIC for three models: pA alone, pB alone, and pA & pB. The smallest AIC indicates the model with the best fit. Thus any cases in which the lowest AIC resulted from a reduced model, the QTL peak was concluded to be due to variation in a single population.

We identified *trans*-eQTLs influencing multiple transcripts by estimating the *trans*-eQTL density across the genome using a 500 kb sliding window with a step size of 1 kb. Our estimate of density included only unique genes, not transcripts to avoid counting multiple transcripts associated with a single gene as independent events. If *trans*-eQTL density in a window exceeded the density expected by chance under a Poisson distribution, we concluded it was a significant *trans* hotspot. This threshold for a Poisson distribution given the total number of *trans*-eQTLs (147), the window size (500 kb), the size of the genome tested (118 Mb) and the Bonferonni corrected P-value threshold (117,741 tests; P = 4.2×10^−7^) is a *trans*-eQTL density greater than 6. We delineated the size of these hotspot regions as the lowermost and uppermost confidence interval bound for any *trans*-eQTL peak included in a window exceeding a density of 6.

Our initial scan identified 3 *trans* hotspots but upon further investigation, we determined one to be a false signal resulting from a single gene family. All of the eQTL peaks associated with this hotspot represent 13 members of a single gene family located on the *X* chromosome: *Stellate* (*Ste*). In addition, members of this family also occur at an unlocalized region in the heterochromatin on the *X* chromosome. 

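The expression set holds 13 Stellate members, Ste12DOR and others named Ste with a CG number. Over the 596 crosses, the 78 pairs had a median Pearson r of 0.998, from 0.993 to 1. The median was 0.997 in pA1 by pB2 and 0.998 in pA2 by pB1, and 0.998 with rank correlation. Among 10000 random sets of 13 of the 1905 X-linked transcripts, the median r within a set had a median of 0.00428 and a maximum of 0.0773, so 0 sets were as high. From the shared peaks of these members, the paper concludes that most probes for these genes tag several members of the family.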

The “*trans-*” eQTL we map regulating this family is located at the very tip of the *X* chromosome, making it very likely we are tagging this heterochromatic location of *Stellate* members, and it is in fact an additional *cis* effect. In fact, all thirteen members show two peaks, one *cis* peak and a second “*trans*” peak at the tip of the *X*, indicating most of our probes for these genes are tagging multiple members of this gene family. In addition, *Stellate* is expressed in adult males and involved in spermatogenesis (http://FlyBase.org) [39]. It is likely we are seeing high expression due to large numbers of copies of gene family members (∼200 copies) [75]. We therefore excluded this *trans* hotspot.

### Estimating the number of alleles at eQTLs

We estimated the number of alleles at each eQTL using a model comparison technique similar to the method employed by Yalcin et al. [76] and Baud et al. [22] The major difference in our approach is that we consider models with more than 2 alleles and do not restrict our analysis to specific SNPs in the QTL interval. The merge analysis employed by Baud et al. [22] considered all two allele models associated with a single SNP within the QTL interval. We simply assign different alleles to different haplotypes without those necessarily corresponding to SNPs in the interval. This method also allows us to consider models with several alleles. For each eQTL, at the peak position, we fit all possible models for different numbers of alleles, fitting a maximum of 11337 models at each eQTL. We first estimated the haplotype means at the peak, sorted these means, and then fit all possible models that did not change the order of the haplotype means for 2, 3, 4, 5, 6, 7, 8, and 16 (the full model allowing different estimates for AB8 in pA RILs and AB8 in pB RILs) alleles (Figure S5). We only included haplotypes at the peak that occurred at least 5 times (at a probability of greater than 95%) in our set of crosses. Haplotypes at lower frequencies lead to inaccurate estimates of haplotype means with large standard errors. For each possible allele grouping, individual founder haplotype probabilities in each allele group were summed to obtain a probability each RIL harbored each allele group. For example, if haplotypes A3 and A5 are grouped as a single allele named allele 1, and the probabilities a given RIL cross harbors the A3 or A5 haplotype are 0.90 and 0.03 respectively, then the probability that RIL cross harbors allele 1 is 0.93 (i.e., the probability the RIL cross harbors either A3 OR A5 and thus allele 1). Alleles were only combined within pA and within pB given that the pA and pB sets of probabilities are independent. The model fit was as follows:
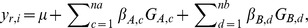
where *y_r,i_* is the ith transcript, *μ* is the grand mean, *na* is the number of pA allele groupings, *nb* is the number of pB allele groupings, *G_A,c_* are the genotype probabilities for the *c*th paternal allele group, *G_B,d_* are the genotype probabilities for the *d*th maternal allele group, and *β_A,c_*, and *β_B,d_* are the corresponding effect estimates. The model with the lowest P-value was chosen as the best model and the number of alleles associated with this model was recorded. We also explored using Akaike's information criterion (AIC) to choose the best model, however simulations revealed a higher error rate using AIC (see below). Table S3 provides hard coded genotype assignments for all RIL crosses at all significant eQTL.

### Simulation

To test our method of estimating the number of alleles associated with QTL, we simulated QTL stemming from between 2 and 15 different alleles and subsequently estimated the number of alleles using the model comparison methodology described above. We intentionally set up this simulation to make distinguishing different alleles as easy as possible. We performed 1000 iterations for each of 2, 3, 4, 5, 6, 7, 8 and 15 alleles (the full model assuming the same effect for AB8 in the pA and pB panels). For each iteration, we randomly selected 600 pA RILs and 600 pB RILs from the DSPR panel and randomly paired them to create pA-pB crosses. We then simulated a QTL in this set of RIL crosses at a randomly selected position in the genome with the chosen number of alleles. We assigned the different alleles equal effects, because we found equal effects gave higher power to distinguish different alleles compared to pulling effects from a normal distribution (Figure S6). For example, for a four allele model each founder haplotype was randomly assigned an effect of 1, 2, 3, or, 4. We assumed an additive model to calculate a genetic effect for each cross. We generated a set of random normal deviates N(μ = 0, 
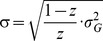
) to correspond to environmental variance where *z* = the percent of the phenotypic variance explained by the QTL and 

 is the genetic variance at the QTL. The percent of the total phenotypic variance explained by the QTL was randomly chosen from our observed distribution of phenotypic variance explained by *cis*-eQTLs. These effects tend to be quite large, however, we found large effects lead to higher power to distinguish different alleles (Figure S7). We then estimated the number of alleles at our simulated QTL as described above. We used two methods to determine the best model: 1) the model with the lowest P-value, and 2) the model with the lowest AIC. Our results showed the method using P-values had a greater accuracy (P-value method: 26% accuracy; AIC method: 19% accuracy). More importantly, the AIC method overestimates the true number of alleles more often, estimating more than two alleles in 83% of cases when the true number of alleles is two (Table S2). We prefer the method that is more conservative, meaning it has a greater tendency to underestimate rather than overestimate the number of alleles, and we therefore use the P-value method in all subsequent analysis (Figure S8). Complete sensitivity information for the different methods and the different simulation models can be seen in Figures S5, S6, S7 and in Table S2.

## Supporting Information

Figure S1 A) Histogram of the estimated number of alleles using the lowest P-value to determine the best model (see Methods). B) Histogram of the estimated number of alleles using AIC to determine the best model.
(EPS) Click here for additional data file.

Figure S2 Boxplot of the additional percent variance explained by the best multiallelic model compared to the best two allele model for cases where a multiallelic model is best. The x-axis shows the number of alleles estimated in the best multiallelic model. The black center line of the box is the median additional percent variance explained for each estimated number of alleles (lower edge of the box is the first quartile, upper edge is the third quartile, whiskers extend to 1.5 times the interquartile range).
(PDF) Click here for additional data file.

Figure S3 The proportion of variance accounted for by the first 50 eigentraits (principal components) following a principal components analysis on all transcript expression measures. The vertical dotted line denotes the cut off at the 10th principal component. Only these first 10 principal components were statistically corrected for in the subsequent analyses.
(PDF) Click here for additional data file.

Figure S4 The correlation between replicate measures of transcript expression for RIL cross A: A1.299×B2.299 and C: A1.350×B2.350. The absolute difference between the replicates versus the average expression for each transcript is shown for RIL cross B: A1.299×B2.299 and D: A1.350×B2.350.
(PDF) Click here for additional data file.

Figure S5 Diagram of the procedure to estimate the number of alleles at a QTL. Estimated haplotype means are sorted and then all possible models are tested. The various models are shown for the 3 allele case. The model with the lowest p value is chosen as the best model and the associated number of alleles is our estimate of the number of alleles at the QTL.
(PDF) Click here for additional data file.

Figure S6 The true number of alleles versus the estimated number of alleles for a simulation where the genetic effect for each allele is sampled from a normal distribution. The size of each circle and the number displayed denotes the percentage of times each number of alleles is estimated for a given true number of alleles. The estimated number of alleles for our *cis*- and *trans*-eQTL are shown at the top of the plot in blue.
(PDF) Click here for additional data file.

Figure S7 The true number of alleles versus the estimated number of alleles for a simulation with a constant effect size of 5% for the simulated QTL. The size of each circle and the number displayed denotes the percentage of times each number of alleles is estimated for a given true number of alleles. The estimated number of alleles for our *cis*- and *trans*-eQTL are shown at the top of the plot in blue.
(PDF) Click here for additional data file.

Figure S8 The true number of alleles versus the estimated number of alleles for a simulation identical to that described in the main text but with AIC determining the best model instead of the lowest P-value. The size of each circle and the number displayed denotes the percentage of times each number of alleles is estimated for a given true number of alleles. The estimated number of alleles for our *cis*- and *trans*-eQTL using the AIC method are shown at the top of the plot in blue.
(PDF) Click here for additional data file.

Table S1 Complete details for all eQTL. Columns are as follows: Name = eQTL identifier, TID = transcript identifier (CG name) for transcripts mapped separately, gene identifier otherwise, GID = gene identifier (CG name), chr = chromosome location of eQTL peak, peakp = physical position of eQTL peak, peaklpL = lower confidence interval bound using 3 LOD drop (physical position), peakupL = upper confidence interval bound using 3 LOD drop (physical position), peaklpB = lower confidence interval bound using Bayesian credible interval (physical position), peakupB = upper confidence interval bound using Bayesian credible interval (physical position), peakg = genetic position of eQTL peak, peaklgL = lower confidence interval bound using 3 LOD drop (genetic position), peakugL = upper confidence interval bound using 3 LOD drop (genetic position), peaklgB = lower confidence interval bound using Bayesian credible interval (genetic position), peakugB = upper confidence interval bound using Bayesian credible interval (genetic position), LOD = LOD score at eQTL peak, Pvar = percent phenotypic variance explained by eQTL peak, h2 = heritability of transcript abundance, psdist = physical distance to transcript start site, gsdist = genetic distance to transcript start site, cis = true/false for whether eQTL is cis, GlocC = chromosomal location of transcript, GlocP = physical location of transcript start site, GlocG = genetic location of transcript start site.
(TXT) Click here for additional data file.

Table S2 Sensitivity of the minimum P-value and AIC method of estimating different alleles for different simulation models. For each, the probability of estimating 2 or more alleles given a true value of 2 or more alleles is displayed.
(DOC) Click here for additional data file.

Table S3 Hard coded founder genotype assignments at all significant eQTL. Each RIL at each eQTL peak is assigned the most likely founder genotype, given the probability is greater than 0.95. This corresponds to a 2 digit number with the assignment from the population A RIL and the population B RIL. E.g. the number 24 indicates that RIL cross has an A2B4 genotype. If the highest founder genotype probability is less than 0.95 it is coded as uncertain. The number 9 indicates an uncertain assignment. Column names for columns 5 to 601 are the maternal RIL ID. The paternal RIL is the RIL with the matching number in the corresponding subpopulation (see Methods). Other columns are: Name = eQTL identifier, TID = transcript identifier (CG name) for transcripts mapped separately, gene identifier otherwise, GID = gene identifier (CG name), chr = chromosome location of eQTL peak.
(ZIP) Click here for additional data file.

## References

[1] ZukO, HechterE, SunyaevSR, LanderES (2012) The mystery of missing heritability: Genetic interactions create phantom heritability. Proceedings of the National Academy of Sciences 109: 1193–1198 10.1073/pnas.1119675109 PMC326827922223662

[2] Lango AllenH, EstradaK, LettreG, BerndtSI, WeedonMN, et al (2010) Hundreds of variants clustered in genomic loci and biological pathways affect human height. Nature 467: 832–838 10.1038/nature09410 20881960PMC2955183

[3] YangJ, BenyaminB, McevoyBP, GordonS, HendersAK, et al (2010) Common SNPs explain a large proportion of the heritability for human height. Nat Genet 42: 565–569 10.1038/ng.608 20562875PMC3232052

[4] RockmanMV (2012) The QTN program and the alleles that matter for evolution: all that's gold does not glitter. Evolution 66: 1–17 10.1111/j.1558-5646.2011.01486.x 22220860PMC3386609

[5] PritchardJ (2001) Are rare variants responsible for susceptibility to complex diseases? Am J Hum Genet 69: 124–137.1140481810.1086/321272PMC1226027

[6] BansalV, LibigerO, TorkamaniA, SchorkNJ (2010) Statistical analysis strategies for association studies involving rare variants. Nat Rev Genet 11: 773–785 10.1038/nrg2867 20940738PMC3743540

[7] ThorntonKR, ForanAJ, LongAD (2013) Properties and Modeling of GWAS when Complex Disease Risk Is Due to Non-Complementing, Deleterious Mutations in Genes of Large Effect. PLoS Genet 9: e1003258 10.1371/journal.pgen.1003258.s011 23437004PMC3578756

[8] ChurchillGA, AireyDC, AllayeeH, AngelJM, AttieAD, et al (2004) The Collaborative Cross, a community resource for the genetic analysis of complex traits. Nat Genet 36: 1133–1137 10.1038/ng1104-1133 15514660

[9] AylorDL, ValdarW, Foulds-MathesW, BuusRJ, VerdugoRA, et al (2011) Genetic analysis of complex traits in the emerging Collaborative Cross. Genome Res 21: 1213–1222 10.1101/gr.111310.110 21406540PMC3149489

[10] PhilipVM, SokoloffG, Ackert-BicknellCL, StrizM, BranstetterL, et al (2011) Genetic analysis in the Collaborative Cross breeding population. Genome Res 21: 1223–1238 10.1101/gr.113886.110 21734011PMC3149490

[11] KoverPX, ValdarW, TrakaloJ, ScarcelliN, EhrenreichIM, et al (2009) A Multiparent Advanced Generation Inter-Cross to Fine-Map Quantitative Traits in *Arabidopsis thaliana* . PLoS Genet 5: e1000551 10.1371/journal.pgen.1000551 19593375PMC2700969

[12] HuangX, PauloM-J, BoerM, EffgenS, KeizerP, et al (2011) Analysis of natural allelic variation in *Arabidopsis* using a multiparent recombinant inbred line population. P Natl Acad Sci Usa 108: 4488–4493 10.1073/pnas.1100465108 PMC306026821368205

[13] YuJ, HollandJB, McMullenMD, BucklerES (2008) Genetic design and statistical power of nested association mapping in maize. Genetics 178: 539–551 10.1534/genetics.107.074245 18202393PMC2206100

[14] BucklerES, HollandJB, BradburyPJ, AcharyaCB, BrownPJ, et al (2009) The Genetic Architecture of Maize Flowering Time. Science 325: 714–718 10.1126/science.1174276 19661422

[15] McMullenMD, KresovichS, Sanchez VilledaH, BradburyP, LiH, et al (2009) Genetic Properties of the Maize Nested Association Mapping Population. Science 325: 737–740 10.1126/science.1174320 19661427

[16] LiH, BradburyP, ErsozE, BucklerES, WangJ (2011) Joint QTL Linkage Mapping for Multiple-Cross Mating Design Sharing One Common Parent. PLOS ONE 6: e17573 10.1371/journal.pone.0017573 21423655PMC3057965

[17] KingEG, MerkesCM, McNeilCL, HooferSR, SenS, et al (2012) Genetic dissection of a model complex trait using the *Drosophila* Synthetic Population Resource. Genome Res 22: 1558–1566 10.1101/gr.134031.111 22496517PMC3409269

[18] KingEG, MacdonaldSJ, LongAD (2012) Properties and power of the *Drosophila* Synthetic Population Resource for the routine dissection of complex traits. Genetics 191: 935–949 10.1534/genetics.112.138537 22505626PMC3389985

[19] Mackay TFC, Richards S, Gibbs RA (2008) Proposal to Sequence a *Drosophila* Genetic Reference Panel: A Community Resource for the Study of Genotypic and Phenotypic Variation: 1–32. Available at https://www.genome.gov/Pages/Research/Sequencing/SeqProposals/DrosophilaSeq.pdf

[20] MackayTFC, RichardsS, StoneEA, BarbadillaA, AyrolesJF, et al (2012) The *Drosophila melanogaster* Genetic Reference Panel. Nature 482: 173–178 10.1038/nature10811 22318601PMC3683990

[21] BloomJS, EhrenreichIM, LooWT, LiteT-LV, KruglyakL (2013) Finding the sources of missing heritability in a yeast cross. Nature 494: 234–237 10.1038/nature11867 23376951PMC4001867

[22] BaudA, HermsenR, GuryevV, StridhP, GrahamD, et al (2013) Combined sequence-based and genetic mapping analysis of complex traits in outbred rats. Nat Genet 45: 767–775 10.1038/ng.2644 23708188PMC3821058

[23] CooksonW, LiangL, AbecasisGR, MoffattM, LathropM (2009) Mapping complex disease traits with global gene expression. Nat Rev Genet 10: 184–194 10.1038/nrg2537 19223927PMC4550035

[24] GibsonG, WeirB (2005) The quantitative genetics of transcription. Trends Genet 21: 616–623 10.1016/j.tig.2005.08.010 16154229

[25] SunG, SchliekelmanP (2011) A Genetical Genomics Approach to Genome Scans Increases Power for QTL Mapping. Genetics 187: 939–953 10.1534/genetics.110.123968 21196521PMC3063683

[26] GiladY, RifkinSA, PritchardJK (2008) Revealing the architecture of gene regulation: the promise of eQTL studies. Trends Genet 24: 408–415 10.1016/j.tig.2008.06.001 18597885PMC2583071

[27] EhrenreichIM, GerkeJP, KruglyakL (2010) Genetic Dissection of Complex Traits in Yeast: Insights from Studies of Gene Expression and Other Phenotypes in the BYxRM Cross. Cold Spring Harbor Symposia on Quantitative Biology 74: 145–153 10.1101/sqb.2009.74.013 PMC288868819734204

[28] VeyrierasJ-B, KudaravalliS, KimSY, DermitzakisET, GiladY, et al (2008) High-Resolution Mapping of Expression-QTLs Yields Insight into Human Gene Regulation. PLoS Genet 4: e1000214 10.1371/journal.pgen.1000214.s023 18846210PMC2556086

[29] GaffneyDJ, VeyrierasJ-B, DegnerJF, Pique-RegiR, PaiAA, et al (2012) Dissecting the regulatory architecture of gene expression QTLs. Genome Biol 13: R7 10.1186/gb-2012-13-1-r7 22293038PMC3334587

[30] DegnerJF, PaiAA, Pique-RegiR, VeyrierasJ-B, GaffneyDJ, et al (2012) DNase I sensitivity QTLs are a major determinant of human expression variation. Nature 482: 390–394 10.1038/nature10808 22307276PMC3501342

[31] LappalainenT, SammethM, FriedländerMR, HoenPACT, MonlongJ, et al (2013) Transcriptome and genome sequencing uncovers functional variation in humans. Nature 501: 506–511 10.1038/nature12531 24037378PMC3918453

[32] HuangG-J, ShifmanS, ValdarW, JohannessonM, YalcinB, et al (2009) High resolution mapping of expression QTLs in heterogeneous stock mice in multiple tissues. Genome Res 19: 1133–1140 10.1101/gr.088120.108 19376938PMC2694476

[33] YangJ, FerreiraT, MorrisAP, MedlandSE, MaddenPAF, et al (2012) Conditional and joint multiple-SNP analysis of GWAS summary statistics identifies addtional variants influencing comlex traits. Nat Genet 44: 369–375 10.1038/ng.2213 22426310PMC3593158

[34] XuS (2003) Theoretical basis of the Beavis effect. Genetics 165: 2259–2268.1470420110.1093/genetics/165.4.2259PMC1462909

[35] EdgarR, DomrachevM, LashAE (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Research 30: 207–210.1175229510.1093/nar/30.1.207PMC99122

[36] BoyleEI, WengS, GollubJ, JinH, BOTSTEIND, et al (2004) GO::TermFinder–open source software for accessing Gene Ontology information and finding significantly enriched Gene Ontology terms associated with a list of genes. Bioinformatics 20: 3710–3715 10.1093/bioinformatics/bth456 15297299PMC3037731

[37] RobinsonSW, HerzykP, DowJAT, LeaderDP (2012) FlyAtlas: database of gene expression in the tissues of Drosophila melanogaster. Nucleic Acids Research 41: D744–D750 10.1093/nar/gks1141 23203866PMC3531048

[38] KohK, EvansJM, HendricksJC, SehgalA (2006) A *Drosophila* model for age-associated changes in sleep:wake cycles. P Natl Acad Sci Usa 103: 13843–13847 10.1073/pnas.0605903103 PMC156420716938867

[39] MarygoldSJ, LeylandPC, SealRL, GoodmanJL, ThurmondJ, et al (2012) FlyBase: improvements to the bibliography. Nucleic Acids Research 41: D751–D757 10.1093/nar/gks1024 23125371PMC3531214

[40] ZinkeI, SchützCS, KatzenbergerJD, BauerM, PankratzMJ (2002) Nutrient control of gene expression in Drosophila: microarray analysis of starvation and sugar-dependent response. EMBO J 21: 6162–6173.1242638810.1093/emboj/cdf600PMC137192

[41] VargheseJ, LimSF, CohenSM (2010) *Drosophila* miR-14 regulates insulin production and metabolism through its target, sugarbabe. Genes & Development 24: 2748–2753 10.1101/gad.1995910 21159815PMC3003191

[42] ZhangX, CalAJ, BorevitzJO (2011) Genetic architecture of regulatory variation in Arabidopsis thaliana. Genome Res 21: 725–733 10.1101/gr.115337.110 21467266PMC3083089

[43] KangHM, YeC, EskinE (2008) Accurate Discovery of Expression Quantitative Trait Loci Under Confounding From Spurious and Genuine Regulatory Hotspots. Genetics 180: 1909–1925 10.1534/genetics.108.094201 18791227PMC2600931

[44] SmithEN, KruglyakL (2008) Gene–Environment Interaction in Yeast Gene Expression. PLoS Biol 6: e83 10.1371/journal.pbio.0060083.st004 18416601PMC2292755

[45] LeekJT, StoreyJD (2007) Capturing heterogeneity in gene expression studies by surrogate variable analysis. PLoS Genet 3: 1724–1735 10.1371/journal.pgen.0030161 17907809PMC1994707

[46] PickrellJK, MarioniJC, PaiAA, DegnerJF, EngelhardtBE, et al (2010) Understanding mechanisms underlying human gene expression variation with RNA sequencing. Nature 464: 768–772 10.1038/nature08872 20220758PMC3089435

[47] GruberJD, LongAD (2008) Cis-regulatory Variation Is Typically Polyallelic in *Drosophila* . Genetics 181: 661–670 Available: http://www.genetics.org/cgi/doi/10.1534/genetics.108.098459.1906470510.1534/genetics.108.098459PMC2644954

[48] PowellJE, HendersAK, McRaeAF, KimJ, HemaniG, et al (2013) Congruence of Additive and Non-Additive Effects on Gene Expression Estimated from Pedigree and SNP Data. PLoS Genet 9: e1003502 10.1371/journal.pgen.1003502.s016 23696747PMC3656157

[49] NuzhdinSV, PasyukovaE, DildaC, ZengZ, MackayTFC (1997) Sex-specific quantitative trait loci affecting longevity in Drosophila melanogaster. P Natl Acad Sci Usa 94: 9734–9739.10.1073/pnas.94.18.9734PMC232599275193

[50] KislukhinG, KingEG, WaltersKN, MacdonaldSJ, LongAD (2013) The Genetic Architecture of Methotrexate Toxicity Is Similar in *Drosophila melanogaster* and Humans. G3 (Bethesda) 3: 1301–1310 10.1534/g3.113.006619 23733889PMC3737169

[51] McClellanJ, KingM-C (2010) Genetic Heterogeneity in Human Disease. Cell 141: 210–217 10.1016/j.cell.2010.03.032 20403315

[52] KleinRJ (2005) Complement Factor H Polymorphism in Age-Related Macular Degeneration. Science 308: 385–389 10.1126/science.1109557 15761122PMC1512523

[53] HughesAE, OrrN, EsfandiaryH, Diaz-TorresM, GoodshipT, et al (2006) A common CFH haplotype, with deletion of CFHR1 and CFHR3, is associated with lower risk of age-related macular degeneration. Nat Genet 38: 1173–1177 10.1038/ng1890 16998489

[54] LiM, Atmaca-SonmezP, OthmanM, BranhamKEH, KhannaR, et al (2006) CFH haplotypes without the Y402H coding variant show strong association with susceptibility to age-related macular degeneration. Nat Genet 38: 1049–1054 10.1038/ng1871 16936733PMC1941700

[55] MallerJ, GeorgeS, PurcellS, FagernessJ, AltshulerD, et al (2006) Common variation in three genes, including a noncoding variant in CFH, strongly influences risk of age-related macular degeneration. Nat Genet 38: 1055–1059 10.1038/ng1873 16936732

[56] SwaroopA, BranhamKE, ChenW, AbecasisG (2007) Genetic susceptibility to age-related macular degeneration: a paradigm for dissecting complex disease traits. Human Molecular Genetics 16: R174–R182 10.1093/hmg/ddm212 17911160

[57] R Core Team (2013) R: a language and environment for statistical computing. Available: http://www.R-project.org/.

[58] BolstadBM, IrizarryRA, AstrandM, SpeedTP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185–193.1253823810.1093/bioinformatics/19.2.185

[59] IrizarryRA, BolstadBM, CollinF, CopeLM, HobbsB, et al (2003) Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Research 31: e15.1258226010.1093/nar/gng015PMC150247

[60] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264 10.1093/biostatistics/4.2.249 12925520

[61] CarvalhoBS, IrizarryRA (2010) A framework for oligonucleotide microarray preprocessing. Bioinformatics 26: 2363–2367 10.1093/bioinformatics/btq431 20688976PMC2944196

[62] AltschulSF, GishW, MillerW, MyersEW, LipmanDJ (1990) Basic local alignment search tool. J Mol Biol 215: 403–410 10.1016/S0022-2836(05)80360-2 2231712

[63] CamachoC, CoulourisG, AvagyanV, MaN, PapadopoulosJ, et al (2009) BLAST+: architecture and applications. BMC Bioinformatics 10: 421 10.1186/1471-2105-10-421 20003500PMC2803857

[64] AlbertsR, TerpstraP, LiY, BreitlingR, NapJ-P, et al (2007) Sequence polymorphisms cause many false cis eQTLs. PLOS ONE 2: e622 10.1371/journal.pone.0000622 17637838PMC1906859

[65] BenovoyD, KwanT, MajewskiJ (2008) Effect of polymorphisms within probe-target sequences on olignonucleotide microarray experiments. Nucleic Acids Research 36: 4417–4423 10.1093/nar/gkn409 18596082PMC2490733

[66] ChenL, PageGP, MehtaT, FengR, CuiX (2009) Single nucleotide polymorphisms affect both cis- and trans-eQTLs. Genomics 93: 501–508 10.1016/j.ygeno.2009.01.011 19248827PMC4041081

[67] CiobanuDC, LuL, MozhuiK, WangX, JagalurM, et al (2010) Detection, validation, and downstream analysis of allelic variation in gene expression. Genetics 184: 119–128 10.1534/genetics.109.107474 19884314PMC2802080

[68] RamasamyA, TrabzuniD, GibbsJR, DillmanA, HernandezDG, et al (2013) Resolving the polymorphism-in-probe problem is critical for correct interpretation of expression QTL studies. Nucleic Acids Research 41: e88 10.1093/nar/gkt069 23435227PMC3627570

[69] LiH, DurbinR (2009) Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25: 1754–1760 10.1093/bioinformatics/btp324 19451168PMC2705234

[70] LiH, HandsakerB, WysokerA, FennellT, RuanJ, et al (2009) The Sequence Alignment/Map format and SAMtools. Bioinformatics 25: 2078–2079 10.1093/bioinformatics/btp352 19505943PMC2723002

[71] AulchenkoYS, de KoningD-J, HaleyC (2007) Genomewide rapid association using mixed model and regression: A fast and simple method for genomewide pedigree-based quantitative trait loci association analysis. Genetics 177: 577–585 10.1534/genetics.107.075614 17660554PMC2013682

[72] ChurchillGA, DoergeRW (1994) Empirical threshold values for quantitative trait mapping. Genetics 138: 963–971.785178810.1093/genetics/138.3.963PMC1206241

[73] ManichaikulA, DupuisJ, SenS, BromanKW (2006) Poor performance of bootstrap confidence intervals for the location of a quantitative trait locus. Genetics 174: 481–489 Available: http://www.genetics.org/cgi/doi/10.1534/genetics.106.061549.1678300010.1534/genetics.106.061549PMC1569776

[74] Broman KW, Sen S (2009) A Guide to QTL Mapping with R/qtl. Springer New York.

[75] LyckegaardEM, ClarkAG (1989) Ribosomal DNA and Stellate gene copy number variation on the Y chromosome of *Drosophila melanogaster* . P Natl Acad Sci Usa 86: 1944–1948.10.1073/pnas.86.6.1944PMC2868212494656

[76] YalcinB (2005) Using Progenitor Strain Information to Identify Quantitative Trait Nucleotides in Outbred Mice. Genetics 171: 673–681 10.1534/genetics.104.028902 16085706PMC1456780

# Supplementary material for: Genetic Dissection of the Drosophila melanogaster Female Head Transcriptome Reveals Widespread Allelic Heterogeneity
**Source:** PLoS Genet. 2014 May 8;10(5):e1004322. doi: 10.1371/journal.pgen.1004322
**Supplement:** Figure S5 — Diagram of the procedure to estimate the number of alleles at a QTL. Estimated haplotype means are sorted and then all possible models are tested. The various models are shown for the 3 allele case. The model with the lowest p value is chosen as the best model and the associated number of alleles is our estimate of the number of alleles at the QTL.

# Sorted Haplotype Means

A3 B4 A5 B3 AB8 B2 A1 A6 A7 A4 B6 B1 B5 A2 B7  
-1.9 -1.8 -1.5 -1.4 -1.4 -1.2 0.05 0.1 0.12 0.2 0.2 0.3 0.4 0.45 1.8

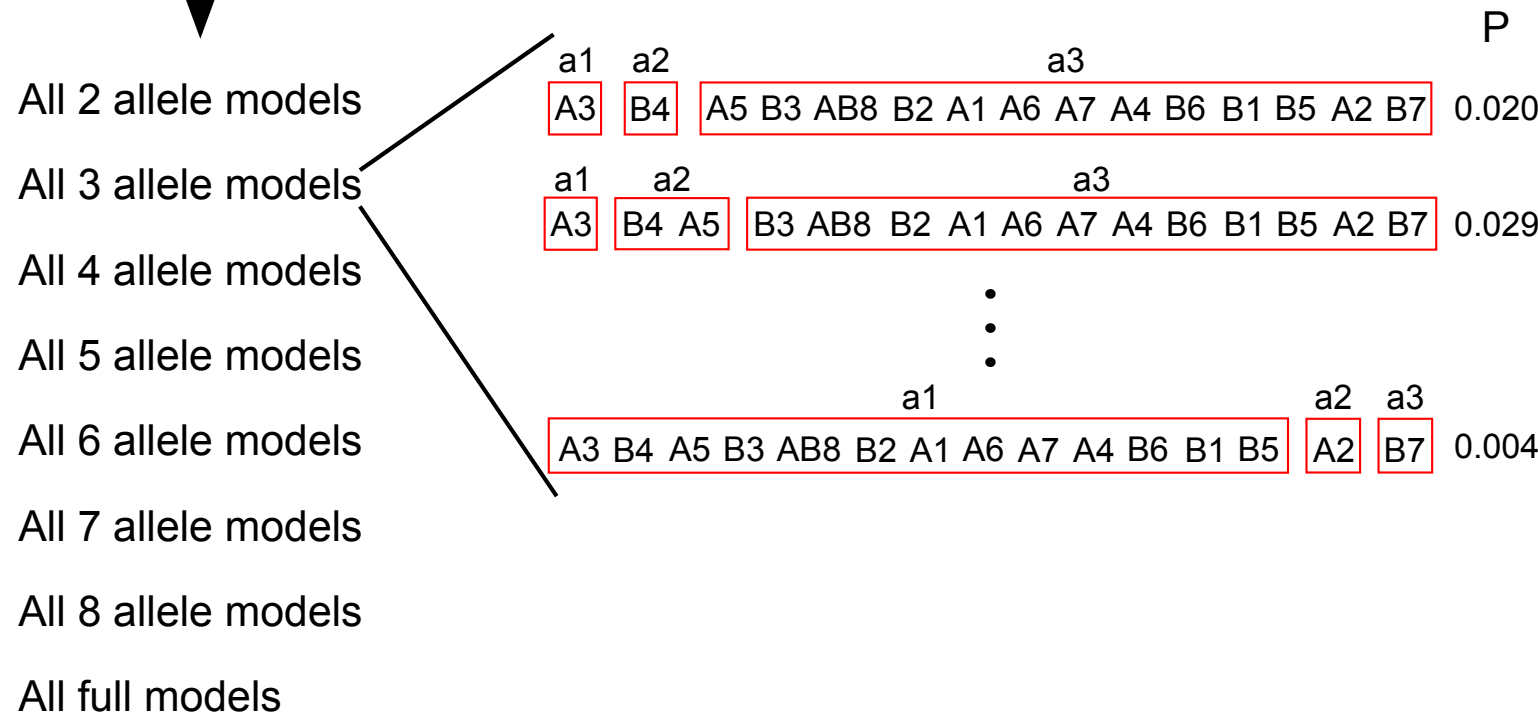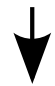

Best Model = Lowest P value

4 Allele Model      a1: A3 B4      a2: A5 B3 AB8 B2      a3: A1 A6 A7 A4 B6 B1 B5 A2      a4: B7      P: 0.0001

# Supplementary material for: Genetic Dissection of the Drosophila melanogaster Female Head Transcriptome Reveals Widespread Allelic Heterogeneity
**Source:** PLoS Genet. 2014 May 8;10(5):e1004322. doi: 10.1371/journal.pgen.1004322
**Supplement:** Table S2 — Sensitivity of the minimum P-value and AIC method of estimating different alleles for different simulation models. For each, the probability of estimating 2 or more alleles given a true value of 2 or more alleles is displayed.

|  | | Estimated Number | True Number | |
| --- | --- | --- | --- | --- |
| Standard Model | |  | Two | More |
|  | min(P-value) |  |
|  |  | Two | 0.58 | 0.05 |
|  |  | More | 0.42 | 0.95 |
|  | AIC |  |  |  |
|  |  | Two | 0.16 | 0.01 |
|  |  | More | 0.83 | 0.99 |
| Unequal Allelic Effects | |  |  |  |
|  | min(P-value) |  |  |  |
|  |  | Two | 0.63 | 0.12 |
|  |  | More | 0.37 | 0.88 |
|  | AIC |  |  |  |
|  |  | Two | 0.19 | 0.03 |
|  |  | More | 0.81 | 0.97 |
| 5% Effect Size | |  |  |  |
|  | min(P-value) |  |  |  |
|  |  | Two | 0.42 | 0.27 |
|  |  | More | 0.58 | 0.73 |
|  | AIC |  |  |  |
|  |  | Two | 0.29 | 0.17 |
|  |  | More | 0.71 | 0.83 |

How the deposited data were processed for this re-analysis (not part of the article)

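Gene expression was measured in heads of females from 596 crosses between recombinant inbred lines of the Drosophila Synthetic Population Resource, 378 of pA1 by pB2 and the others of pA2 by pB1, with 1 set of values per cross. The authors measured NimbleGen arrays, corrected background, normalized and summarised probes with the oligo package in R, and left out probes with effects of sequence variants and transcripts with few probes. They averaged the transcripts of a gene where every pairwise r was at least 0.95. Each transcript was then set to normal quantiles, residuals from subpopulation and the first 10 principal components were taken, and the residuals were set to normal quantiles again. The values are therefore a score without a physical unit: the authors deposited normal-quantile residuals, in which neither the expression level nor its spread in log2 units is kept. The number of arrays limits the precision, and signal over background cannot be read from these values.

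The deposited values were used without further correction. The planned comparison of the subpopulation crosses with limma assumed log2 values and was not run, because the authors had already taken residuals from subpopulation. Differences left in single transcripts, at most 0.444, were not tested. Founder assignments came from the first 1999 of the 7922 rows of Table S3, with 45 crosses, and cis and trans calls from the first 1472 of the 7922 rows of Table S1. No enrichment or overlap test was run on these parts. Symbols and the order of neighbouring genes came from the gene table of assembly GCF_000001215.4 (Release 6), in which 7349 of 7422 genes matched, and every position given is from the paper's tables, on Release 5. At each listed peak, expression was fitted on the assigned founders of both parents by least squares, with an overall F test and Benjamini-Hochberg adjustment, for founders seen in at least 2 crosses and at least 20 crosses per eQTL. The null count came from 100 permutations of the genotyped crosses. The composite of a hotspot was the first principal component of its identified targets over all crosses. Correlations were tested with 100000 permutations, and standard errors came from 1000 bootstrap resamples. Allele numbers were estimated for haplotypes seen in at least 5 crosses, with at least 4 haplotypes, and set beside 3 simulations per eQTL. The scan of the composite used 1000 permutations, and the comparison of Stellate members used 10000 random sets. Correlations within founder genotype used the residuals of both variables from the founder fit, with p from the t distribution at the residual degrees of freedom. The median over the clock genes was tested instead with 100000 random rotations of the residual of timeless within the space left by the founder fit. The founder effects of a hotspot were set beside 1000 joint permutations of its genes against the assignments. These permutations and the comparison of pB founders among crosses assigned A7 were chosen after the other values were seen.

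The eQTL fit, the autocorrelation and the choice of the strongest gene were tested on simulated data. The fit of 1979 eQTL, of which 198 were simulated with 40% of the variance, recovered 61.6% of these, and 2 of 124 calls were false. A simulated median autocorrelation of 0.1 was recovered as 0.0962 over 2000 transcripts. A simulated gene that drove the targets with r = 0.5, among 22 independent genes, was recovered in 200 of 200 simulations. This is an easier setting than the TQTLA interval, where Hydr2 also correlates with the targets, so it does not test the choice between such genes. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

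The genes named are those the paper names (timeless, sugarbabe, CG5321, CG6834, CG10245, CG4086 and Stellate), every identified target of TQTLA and TQTLB, and the 5 transcripts outside the interval with the largest absolute r with timeless and with sugarbabe. To these come the 3 cis and the 3 trans eQTL with the smallest p in the genotyped crosses, one per gene. Other genes, among them Usp8, gol, Pdp1, per, Clk, cwo, Hydr2, AspRS, DUBAI, CG9664, CG13319, CG13323, CG4627, CG8785, Galphaf, Snap24, the histones and Dscam1, were named after their values were seen. The alternatives were chosen before the data were examined, except the removal of 10 further components, the entry of identical transcripts once and the alternatives for the clock genes. Alternatives that need values before the authors' correction were not run.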

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

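The tests of a common circadian state, of the median of the clock genes and of their lowest transcripts, and the check for outlying crosses by founder, were chosen only after the result was seen, as were the alternatives for the clock genes and the p-value used within founder genotype.

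The correlation of timeless with the TQTLA composite differed between the subpopulation crosses. It was -0.69 in pA1 by pB2 and -0.58 in pA2 by pB1, with 1 composite over all crosses. The difference on Fisher's z scale was -0.1894 (p = 0.0321, permutation of the subpopulation labels). With Benjamini-Hochberg adjustment over the 2 hotspots p was 0.0642, so the difference does not pass the correction. The direction was negative in both. A few extreme crosses would lose the difference under ranks, and the rank correlations still differed by -0.1867 on that scale (p = 0.0418), which argues against them as the whole cause. The subpopulations descend from the same founders and were kept apart, so a genetic difference stays open, as does any difference in handling. Neither was tested.

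In CG10245, 1 of the 5 crosses assigned B1, the only one assigned A2, had 2.075, while the others had a mean of -0.13 and the next highest 0.041. Its gap to the next was 0.801 of the range. Among the 7 founder groups of 4 to 9 crosses tested in CG10245 and CG4086, each against the critical gap for its number of crosses, 1 had such a cross, and chance gives about 1 in 20 groups. An array with unusual values throughout is a candidate explanation. The mean square of this array over all transcripts was 1.38, at the percentile 93.96 of the 596 arrays. That is inside the inner 95% named before the value was seen, but 1 array so near the upper end excludes nothing, and an unusual array cannot be told apart from an effect of A2 or a wrong assignment with a single cross. The value matters for B1 against B3, where the adjusted p of the exact permutation test was 0.0524 with this cross and 0.000547 without it.

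Outside the interval, many transcripts varied with timeless over the 596 crosses. The paper reports such correlations for its 16 TQTLA targets, with absolute values from 0.35 to 0.84. Only 4 of these targets were identified here, so transcripts named below may be among the others. The 5 largest values belong to transcripts of Slob (CG43756) with the same r of 0.8438, and Slob has 11 transcripts with 4 distinct profiles. Next came Usp8 (CG5798) with 0.8412 and gol (CG2679, transcript PD) with 0.823. Among clock genes, r was 0.7635 for Pdp1 (transcript PJ), 0.7482 for per and -0.7411 for Clk. Each had a permutation p of 1e-05, the smallest possible, and an adjusted p of 0.000217 over 11042 transcripts, and each rho had the same permutation p. In the crosses of pA2 by pB1 alone, r was 0.83 for Slob, 0.84 for Usp8, 0.80 for gol, 0.75 for Pdp1, 0.80 for per and -0.74 for Clk. Without the 2 crosses farthest from the median of timeless they were 0.84, 0.84, 0.82, 0.76, 0.74 and -0.75 in that order. Over the 596 crosses the clock gene cwo had a lower r with timeless, 0.575. The transcripts of Pdp1 other than PJ had r from 0.5236 to 0.7376. In all, 79 transcripts of 45 genes had an absolute r of at least 0.35, where 100 permutations reached at most 0.195.

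For the clock genes, founder genotype at TQTLA was tested as the source of the whole correlation. In 39 genotyped crosses, the median absolute r of per, Pdp1, cwo and Clk with timeless was 0.729, and 0.6738 after the founder assignment at 2L 3460000 was removed (p = 1e-05). This p comes from 100000 random rotations of the residual of timeless within the space left by the founder fit, and is the smallest they can give. Each gene entered with the transcript of the largest absolute r with timeless over all crosses. The 12 transcripts of Pdp1 range from 0.488 to 0.743 within founder genotype, and with the lowest transcript of each gene the median was 0.564, with the same p. For the transcripts entered, within founder genotype r was 0.71 for per, 0.73 for Pdp1, -0.64 for Clk and 0.33 for cwo, the last with p = 0.0727. This argues against founder genotype at TQTLA as the whole source, within the limits of an additive fit on hard assignments. A common circadian state of the samples, such as a different time of collection, is a candidate explanation. The signs follow its phase, with per, Pdp1 and cwo rising with timeless and Clk falling (-0.7411). The signs had been seen before this test was written, and regulation of these genes by each other predicts the same, so these cannot be told apart. The list also held vri and cry, which have no transcript among these values. The paper's text gives a light and dark regime for rearing and does not name the time of day of collection.

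Outside the TQTLB interval, the largest correlations with sugarbabe were those of Hao (CG18003) with -0.5161, CG11089 with -0.4904, CG3699 with -0.4805, Pfas (CG9127) with -0.46 and Adsl (CG3590) with -0.4307. Each had a permutation p of 1e-05, the smallest possible, and an adjusted p of 0.000576 over 10950 transcripts. Each rho had the same permutation p. In pA1 by pB2 r was -0.50, -0.42, -0.44, -0.43 and -0.40 in that order, and in pA2 by pB1 -0.55, -0.60, -0.55, -0.52 and -0.50. CG11089 is itself a target of TQTLB, so the paper already reports on it. The other transcripts named may be among the TQTLB targets that were not identified here. Without the 2 crosses farthest from the median of sugarbabe r was -0.52, -0.50, -0.48, -0.47 and -0.43. In 100 permutations the largest absolute r was 0.201. No explanation was tested for the others.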

How the results depend on the processing

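The alternatives that removed 10 further components, entered identical transcripts once or concerned the clock genes were chosen only after the data were seen.

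Over all results, 99 alternatives kept the direction and the side of the threshold or the size of the value, 2 became weaker, 2 stronger, 8 moved and 0 reversed. A count within 1.5 times was taken as kept, and this includes 980 eQTL past the threshold against 793. Among the 41 alternatives for comparisons, 32 did so. The r of timeless with the composite stayed between -0.69 and -0.59 and that of sugarbabe between -0.50 and -0.44. The number of listed eQTL past the threshold was 612 to 980, where 612 is of the 1439 eQTL left with only the first listed of each gene. The difference between cis and trans was 2.85 to 9.18 percentage points and passed no threshold (p from 0.233 to 0.604).

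The others changed as follows. Sugarbabe led for 1 target in the crosses of pA2 by pB1, against 2 over all crosses. The share of eQTL best fitted by one population was 70.94% with uncertain assignments as a class of their own and 63.42% after 10 further components, against 68.5%. The share with 3 or more alleles, 7.35%, was 15.34% with the lowest AIC, 17.08% with haplotypes in at least 3 crosses, 10.62% with one shared effect for a group, 14.97% with only the eQTL past the threshold and 9.805% after 10 further components. After 10 further components the highest LOD of the composite stayed at 3460000 but was no longer past its threshold (p = 0.0719), and the smallest F test p moved to 3160000, outside the interval. In each case the cause was not tested. Among 58 alternatives for single eQTL, 55 kept their side. CG10339 lost its call and CG10026 gained a call after 10 further components. Cyp6a21 gained a call with only the first listed eQTL of each gene.

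Not run, because the values were deposited after correction and normal quantiles, were 0, 5 and 20 components, no normal quantiles, principal components of log2 values, the filters on low expression, Stellate with no component removed, and the comparison of the subpopulation crosses with its alternatives. No paired analysis was possible because each cross has 1 set of values. The number of genotyped crosses limits every result that uses founder assignments.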

Differences from the paper's values

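Each value is set beside the paper's own, and the alternatives named are those set before the data were examined.

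The paper's correlation of timeless with the TQTLA composite is 0.90 in size, and here it was 0.6525 with 4 of the paper's 16 targets. The paper's value for sugarbabe is −0.63, and here it was -0.4506 with 4 of the paper's 11 targets. Within each subpopulation cross and with ranks, both stayed apart from the paper's. For the founder effects of TQTLB the paper's mean absolute correlation is 0.24, and here it was 0.6694, with no alternative run. The measures differ. The paper uses the effects of the cis-eQTL of sugarbabe and of each trans-eQTL, while here all effects were estimated at 2R 8840000. The value here rests on 4 of the paper's 11 targets and 8 founder classes. Joint permutations without founder effects, chosen after the values were seen, gave a median of 0.392 and a 95th percentile of 0.617. A mean of this kind is thus above the paper's value even without founder effects here. The paper's percentage of eQTL best fitted by one population is 7, and here it was 68.47, which none of the 4 alternatives brought to the paper's.

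The paper estimates 3 or more alleles in 95% of cis-eQTL and 78% of trans-eQTL. Here the shares were 7.626% and 0%, and none of the 5 alternatives reached the paper's. The paper's largest additional percentage of variance over the best model of 2 alleles is 27, and here it was 17.51, with no alternative run. All of these use 45 crosses here, apart from the correlations of timeless and sugarbabe, which use all 596.

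The paper places CG5321 and CG6834 lowest in loading on the TQTLB composite. Among the 4 targets here CG6834 was lowest with 0.26, and CG5321 had 0.60, second to CG10026.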

Other observations

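The tests of a drift along line number, of the chance order of line numbers, of relatedness by the transcripts with a strong cis eQTL and of a gene near the peak of CG10618 were chosen only after the result was seen, as were the removal of 10 further components and the p-value used within founder genotype.

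Timeless and the TQTLA composite varied together more than founder genotype accounts for. In 39 genotyped crosses r was -0.80. Removing the founder assignment of both parents at 2L 3460000 left -0.5883 (p = 0.000500), which argues against founder genotype at TQTLA as the source of the whole correlation. The founder fits of the 2 correlated at -0.93, which genes that vary together can also give without a founder effect. Whether genotype is a part of it stays open. The assignments are hard calls at a listed peak and the fit is additive, so an imperfect fit could leave some of the remainder. A drift along line number was tested by subtracting the mean of 5 neighbours on each side, which left -0.6454 over all crosses, and this argues against such a drift.

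For TQTLB the same test leaves the question open. In 37 genotyped crosses sugarbabe and the composite had r = -0.26 (p = 0.117) before the founder assignment was removed and -0.02211 (p = 0.908) after. As the correlation was not detectable in these crosses to begin with, founder genotype cannot be told apart from other sources.

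Crosses with neighbouring line numbers had similar expression, which the paper does not report. The median correlation of a transcript between adjacent line numbers was 0.0261 in pA1 by pB2 and 0.06262 in pA2 by pB1, where 100 shuffled orders reached at most 0.0116 and 0.0143. This argues against chance. In pA2 by pB1 it fell to 0.0513 at a lag of 2, 0.0198 at 12 and -0.0031 at 24. In pA1 by pB2 there was no such steady fall, with 0.0179 at a lag of 2, 0.0198 at 12 and 0.00954 at 24. Structure that 10 more components would carry is not the whole of it, since 0.02982 was left after their removal, and 0.0132 in pA1 by pB2, where 100 shuffled orders of the values after removal reached at most 0.00738 and 0.00576. Relatedness of neighbouring lines would make transcripts with a strong cis eQTL, most of whose variance is genetic, at least as alike as others. In pA2 by pB1 their median was 0.03206, below that of nearly all of 10000 random sets of as many transcripts (percentile 0.01). The difference from all transcripts was -0.0306, and 3 of the real and 100 shuffled orders gave one as low. In pA1 by pB2 the median was 0.000311, below that of each of the random sets. This argues against relatedness as the whole cause in pA2 by pB1, while a part played by it stays open. Adjacent genotyped crosses shared 33.34% of founder assignments against 33.7% for all pairs (p = 0.690), but only crosses of pA1 by pB2 were genotyped here, so a part from relatedness cannot be told apart from other causes by this test. Processing in the order of line number is a candidate cause that was not tested, as the labels used here give no batch.

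The 9 normal quantiles absent from each transcript had a mean square of 0.8759 over all transcripts, against 0.998 for the full series. Among 10000 random sets of 9 deposited arrays this was at the percentile 3.67. Values left out as outliers would lie in the tails with a mean square above 1, so the value argues against that. It is also lower than most such sets, and no reason for this was tested.

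More listed eQTL passed the threshold in the genotyped crosses than in permuted data. Among the real arrangement of the crosses and 100 permutations, 1 gave as many, the real one, so chance can be excluded. The authors mapped these eQTL in crosses that include the genotyped ones.

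CHKov1 (CG10618) has a trans peak whose adjusted R squared is as high as that of strong cis eQTL. Its largest correlation outside its own gene was with Snap24 (CG9474), r = 0.6153. Snap24 lies between the genes that flank the trans peak, as do 1.48% of the transcripts, and 8 of the 20 most correlated transcripts lie there. Counted by gene, 1 of the 4 most correlated genes, Snap24, lies there. Probes or sequence shared with a gene near the peak could give this, and so could linkage, since genes near the peak vary with the same founders. These cannot be told apart here. The first form of this test asked for a listed peak near the trans peak, which Snap24 could not meet, and it was rewritten after the values were seen.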
